# Alcohol induced increases in sperm Histone H3 lysine 4 trimethylation correlate with increased placental CTCF occupancy and altered developmental programming

**DOI:** 10.1038/s41598-022-12188-3

**Published:** 2022-05-25

**Authors:** Yudhishtar S. Bedi, Haiqing Wang, Kara N. Thomas, Alison Basel, Julien Prunier, Claude Robert, Michael C. Golding

**Keywords:** Developmental biology, Embryology, Epigenetic memory, Epigenetics, Nuclear organization

## Abstract

Using a mouse model, studies by our group reveal that paternal preconception alcohol intake affects offspring fetal-placental growth, with long-lasting consequences on adult metabolism. Here, we tested the hypothesis that chronic preconception male alcohol exposure impacts histone enrichment in sperm and that these changes are associated with altered developmental programming in the placenta. Using chromatin immunoprecipitation, we find alcohol-induced increases in sperm histone H3 lysine 4 trimethylation (H3K4me3) that map to promoters and presumptive enhancer regions enriched in genes driving neurogenesis and craniofacial development. Given the colocalization of H3K4me3 with the chromatin binding factor CTCF across both sperm and embryos, we next examined CTCF localization in the placenta. We find global changes in CTCF binding within placentae derived from the male offspring of alcohol-exposed sires. Furthermore, altered CTCF localization correlates with dysregulated gene expression across multiple gene clusters; however, these transcriptional changes only occur in male offspring. Finally, we identified a correlation between genomic regions exhibiting alcohol-induced increases in sperm H3K4me3 and increased CTCF binding in male placentae. Collectively, our analysis demonstrates that the chromatin landscape of sperm is sensitive to chronic alcohol exposure and that a subset of these affected regions exhibits increased placental CTCF enrichment.

## Introduction

Our efforts to understand the effects of pre-and peri-conceptional exposures on the health of the growing fetus have almost exclusively focused on maternal stressors. However, recent studies show that paternal lifestyle and exposure history also exert pronounced effects on fetal-placental growth^1^. Moreover, in the offspring, these effects persist into adulthood and exert long-term impacts on inflammation, metabolic health, and disease emergence^2^. From these studies, we now realize that sperm carry an expansive suite of environmentally modifiable epigenetic marks, including DNA methylation, histone modifications, and small and long noncoding RNAs (ncRNAs) that significantly influence gene expression in the next generation^3^.

Due to the association with altered outcomes in offspring conceived using assisted reproductive technologies, most studies of epigenetic inheritance focus on DNA methylation and heritable changes in the regulation of imprinted genes^4^. Indeed, many studies examining paternal exposures to various nutritional, chemical, or drug-based stressors report corresponding changes in sperm DNA methylation profiles^3^. Similarly, sperm contain a diverse repertoire of ncRNAs that also change in response to various environmental stimuli and correlate with phenotypic changes in the offspring^5^. Significantly, injecting individual or specific subpopulations of ncRNAs into naive zygotes is sufficient to induce a subset of disease phenotypes in the next generation.

Although most nucleosomes are stripped from sperm and replaced with protamines^6^, mature sperm retain histones over ~ 5% of the genome, localizing to gene promoters, enhancers, and super-enhancer regions^7^. While less well studied than DNA methylation and ncRNAs, emerging evidence indicates that environmental stressors also alter the profile of sperm histone enrichment. For example, recent studies in rodents can correlate dietary-induced decreases in histone H3 lysine 9 dimethylation (H3K9me2) with adverse metabolic outcomes in the fetus^8,9^. Likewise, alterations in sperm histone H3 lysine 4 trimethylation (H3K4me3) induced by paternal folic acid deficiency correlate with defects in fetal-skeletal patterning^10^. Importantly, a subset of the alterations in sperm H3K4me3 persists in 8-cell embryos produced by these gametes, suggesting some diet-induced alterations either partially transmit or influence their abundance in the early conceptus.

However, following chromatin states through the transitions from sperm to the conceptus and discerning an impact on embryonic transcription is incredibly challenging, with some studies suggesting sperm chromatin organization is completely lost while others identify some conservation in the early zygote^11–22^. Therefore, despite a large body of research describing epigenetic inheritance through sperm, a direct link between sperm chromatin changes and impacts on the transcriptional programs driving early embryonic development and disease emergence remains obscure.

Rather than relying on any single feature, it is likely that multiple facets of sperm chromatin- and ncRNA-delivered mechanisms cumulatively mediate the intergenerational (or transgenerational) transmission of epigenetic memories. One of these multifaceted interactions potentially exists between H3K4me3 and the zinc finger protein CCCTC-Binding Factor (CTCF), which colocalize in both gametes and early embryonic cells^10,18,23^. CTCF and its interacting partner, the cohesin complex, organize and facilitate inter-loop bridges between genes and their respective enhancers^24–28^. Notably, recent evidence indicates that CTCF remains bound to DNA through the earliest stages of post-fertilization development and that together, CTCF and cohesin reinforce the emerging transcriptional programs driving development^20,29^. However, the role of CTCF in mediating altered developmental programming, the relationship with sperm H3K4me3, and the paternal epigenetic inheritance of disease remain poorly described.

Like other models of altered paternal epigenetic programming, preconception male ethanol exposures result in behavioral, growth, metabolic, and physiologic effects in the offspring^30^. Significantly, these phenotypes bear a striking similarity to clinical phenotypes described under fetal alcohol spectrum disorders (FASDs), indicating paternal alcohol use before conception is a significant contributing factor to the incidence and variation of this disorder. Further, they reveal that, in addition to acute toxicity, heritable alterations in the developmental program also drive the development of alcohol-induced behavioral and structural defects.

Using a physiologically relevant mouse model that simulates chronic binge drinking, our group has identified a correlation between preconception male alcohol exposures and defects in fetal-placental growth that precede long-term alterations in offspring health^31–36^. However, we observed minimal impacts of chronic alcohol use on sperm DNA methylation^32^. Further, we and the Homanic’s group separately identified alcohol-induced changes in sperm ncRNAs but with minimal overlap between candidate RNAs^31,37^. Using chromatin immunoprecipitation, we now address the hypothesis that alcohol alters the genomic enrichment of histone modifications in sperm by focusing on H3K4me3. We then assayed the gestational day 14.5 placenta, the phase wherein we can first detect deficits in placental gene expression and physiologic function, for alterations in CTCF localization. Finally, we examined the role of altered CTCF binding in disrupting placental gene expression and the correlations with H3K4me3 enrichment in sperm. This investigation reveals that, unlike DNA methylation, alcohol impacts sperm histone posttranslational modifications and that some of these changes may lead to long-lasting alterations in the developmental programs regulating placental function.

## Results

### Chronic alcohol exposure increases H3K4me3 levels at gene promoters and regulatory regions in sperm

Chronic folic acid deficiency alters the profile of sperm H3K4me3 enrichment, heritably impacting the distribution of this posttranslational modification in 8-cell embryos^10^. Therefore, we examined this environmentally-labile chromatin modification to determine if alcohol impacts H3K4me3 enrichment and distribution in sperm. To this end, we used our published Drinking in the Dark model to expose adult (postnatal day 90) C57BL/6 J males to either water or 10% ethanol (EtOH) for ten weeks. After verifying the impact of the preconception EtOH treatment on placental growth^36^, we euthanized the sires and generated sperm ChIP-seq libraries from control and EtOH-exposed males (n = 3 and 4), with an average of 50 million unique reads per sample.

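H3K4me3 was higher in sperm of EtOH-exposed males at many places, which lay mostly at gene promoters. The places where it was higher in control sperm were few and lay mostly away from promoters. The data are 3 lists of regions: those with more H3K4me3 in sperm of EtOH-exposed males (alcohol-only), those with more in control sperm (control-only) and those with similar enrichment in both (common). The sperm came from the cauda epididymis of 4 EtOH-exposed and 3 control males after 15 to 20 weeks of exposure, were collected by swim-out and were incubated in somatic cell lysis buffer. The authors mapped the reads to mm10 and compared the groups with the bdgdiff command of MACS2, which gives each region a log10 likelihood ratio between the groups. This ratio is the authors' score, and it is used below to describe regions, to rank them within a list and, in some alternatives, to keep those above a threshold. For each region, the distance to the nearest transcriptional start site (TSS) was taken from the positions of the genes on the same build, and a region within 3 kb of a TSS counted as a promoter region. Regions elsewhere within a gene counted as gene body, and all others as intergenic. Lists were compared with Fisher's exact test (two-sided), which compares lists of regions and not males, and all intervals are 95% intervals of the counting error alone. Each list was made over a whole group, so no value belongs to a single male and the spread between males is not known.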

Comparing our H3K4me3 profiles to published sperm ChIP-seq datasets^7,10^, we identified similar enrichment profiles, predominantly mapping to gene promoter regions (Supplemental Fig. 1). Informatic analyses revealed that sperm derived from EtOH-treated males contained almost three times as many H3K4me3-enriched regions, with increases in both broad and narrow peaks (Fig. 1A). 

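H3K4me3 was higher in EtOH-exposed sperm at regions across the genome, and higher in control sperm at only a small set. The paper's text does not state whether depths were scaled, so a higher pileup scale in the alcohol group stays open as a source. Such a scale would lift regions that carry signal and so raise the odds at promoters. Alcohol-only regions were also wider and more often of high score than control-only regions. Counting common regions in both groups, 14434 regions were common or higher in EtOH-exposed sperm. In the same way, 4036 were common or higher in control sperm, a ratio of 3.58 (interval 3.51 to 3.64). A region higher in 1 group may still carry the mark in the other, so these are not counts of all marked regions. Of these regions, 11460 were alcohol-only, 1062 were control-only and 2974 were common. The median width was 286 bp for alcohol-only regions, 237 bp for control-only regions and 289 bp for common regions. Regions of at least 500 bp made up 13.4% of the alcohol-only list, 0.377% of the control-only list and 11.5% of the common list. The median log10 likelihood ratio was 3.39 in the alcohol-only list and 2.12 in the control-only list. A likelihood ratio of at least 1000 was reached by 6915 alcohol-only regions (60.3%) and by 211 control-only regions (19.9%). Part of the gain lay beside H3K4me3 that both groups shared, since 16.9% of alcohol-only regions were within 1 kb of a common region, against 1.51% of control-only regions.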

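Promoters were the main site of added H3K4me3 in EtOH-exposed sperm. Of the alcohol-only regions, 54.0% (Wilson interval 53.1 to 54.9%) lay within the promoter window, 25.6% in gene bodies and 20.4% between genes. Regions common to both groups were still more often at promoters, with 69.2% there, 17.5% in gene bodies and 13.3% between genes. The alcohol-only regions reached the promoters of 5425 protein-coding genes, and the common regions those of 1947. Among the alcohol-only promoters were those of the chromatin regulators Tet3, Suv39h2 and Kdm5b, whose regions were 870, 714 and 649 bp wide.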

Novel peaks gained in sperm derived from EtOH-exposed males predominantly mapped to gene promoters (60%), with the remainder localizing to intronic (10%) and distal intergenic regions (20%) (Fig. 1B). 

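H3K4me3 that was higher in control sperm had another distribution, lying mostly between genes and within gene bodies. Only 97 protein-coding genes had a control-only region at their promoter. They included the developmental regulators Emx2, Atoh1, Eya2 and Hoxb6, with log10 likelihood ratios of 1.23, 1.64, 3.48 and 1.79. On this scale the threshold that the paper's methods state is 3, which Eya2 alone of these passed. These genes were named because they belong to gene lists fixed beforehand. No such list stood out for control-only regions after adjustment for the number of lists. Of the control-only regions, 14.3% (Wilson interval 12.3 to 16.5%) were promoter regions, 37.2% lay in gene bodies and 48.5% between genes. The odds of a promoter position were 7.02 times higher for alcohol-only than for control-only regions (interval 5.88 to 8.42, p = 1.32e-147, Fisher's exact test). The X and Y chromosomes held 103 alcohol-only regions (0.919% of those on assembled nuclear chromosomes) and 2 control-only regions (0.189%), an odds ratio of 4.91 (interval 1.32 to 41.1, p = 0.00807, Fisher's exact test). Few of these sex-linked regions were at promoters: 10 of the alcohol-only regions and 0 of the control-only regions. The 10 control-only regions of highest score lay far from protein-coding promoters. The nearest protein-coding genes were Alkbh8 for 5 of them, all at the start of chromosome 9, and Lrrc4c, Dcdc2c, Cyp2u1, Cntn3 and Kcnma1 for the others. The start of chromosome 9 also held 10 alcohol-only and 3 common regions, against 6 control-only regions. The chromosome 2 locus near Lrrc4c held regions of all 3 lists too. These loci are thus not particular to control sperm. 

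**Figure D1:**
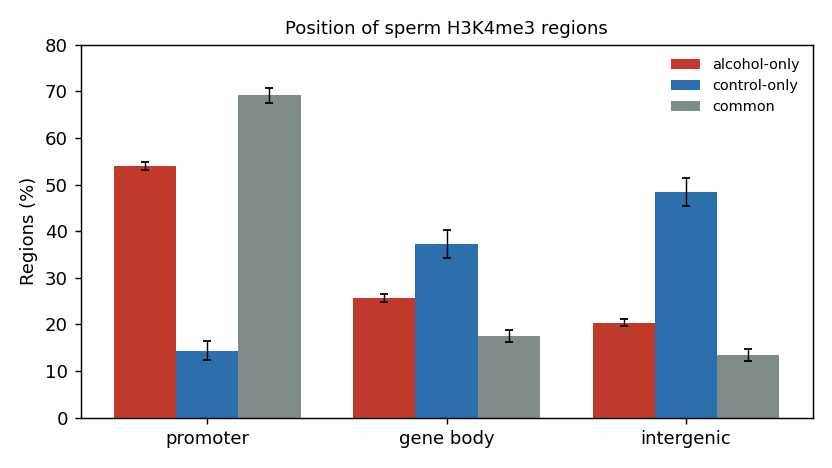
Position of sperm H3K4me3 regions. Bars give the percent of alcohol-only, control-only and common regions at promoters, in gene bodies and between genes, with 95% Wilson intervals; promoters hold 54.0% of alcohol-only and 14.3% of control-only regions.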

Unexpectedly, the limited number of H3K4me3 peaks lost in EtOH-exposed sperm primarily mapped to distal intergenic and intronic regions (50 and 22%, respectively), while only 15% mapped to gene promoters (Fig. 1C). Gene Ontology Analysis^38,39^ of candidate regions exhibiting increased enrichment in EtOH-exposed sperm associated with processes related to neuronal development, including synapse assembly (*p*-value 6.56E-06), synapse organization (*p*-value 7.36E-05), axonogenesis (*p*-value 7.30E-05), and neuron differentiation (*p*-value 1.46E-04) (Fig. 1D).

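Neural transcription factors gained H3K4me3 at their promoters in EtOH-exposed sperm more often than other genes did, and so did chromatin regulators. Both results were lost for wide regions alone and against genes with a promoter region in any list, and that of the neural transcription factors also with a narrower promoter window. The background of genes with a promoter region in any list left little room for a higher share. About 87% of its other genes had an alcohol-only region. Genes of synapse assembly and axon guidance leaned the same way but did not pass the adjusted threshold; synapse assembly did pass it among regions with a likelihood ratio of at least 1000. Clustered protocadherins, which build neuronal cell identity, gained it rarely. Genes were grouped into 18 lists fixed before the data were examined, and each list was compared with all other protein-coding genes, of which about 27.4% had an alcohol-only region at the promoter. Of 66 neural transcription factors, 31 (47.0%) had such a region, an odds ratio of 2.34 (p = 0.000773, adjusted p = 0.00348, Fisher's exact test with Benjamini-Hochberg adjustment over the lists). The widest of their regions were at Gbx1 (1058 bp), Bhlhe22 (718 bp), Irx1 (550 bp) and Zic5 (485 bp). Of 71 chromatin regulators, 34 (47.9%) had one, an odds ratio of 2.43 (adjusted p = 0.00223, Fisher's exact test). Of 67 synapse assembly genes, 27 (40.3%) had one, with the widest at Flrt1 (987 bp), Ptprf (835 bp), Amigo2 (809 bp) and Homer1 (750 bp). Their odds ratio was 1.78 (p = 0.0272, adjusted p = 0.0751, Fisher's exact test). Of 77 axon guidance genes, 30 (39.0%) had one, among them Plxna4 (712 bp), Ntn4 (693 bp), Sema7a (642 bp) and Slit3 (573 bp), an odds ratio of 1.69 (p = 0.0292, same adjusted p, Fisher's exact test). At a likelihood ratio of at least 1000, which the paper's methods state and which was added here after the data were seen, 20 of 67 synapse assembly genes had one (odds ratio 2.17, adjusted p = 0.0257, Fisher's exact test), and axon guidance genes had an odds ratio of 1.03 (adjusted p = 1, Fisher's exact test). For neural transcription factors, the odds ratio was 1.68 within 1 kb of the TSS (adjusted p = 0.142), 0.955 against genes with a promoter region in any list and 0.835 for regions of at least 500 bp (adjusted p = 1 for each, Fisher's exact tests). For chromatin regulators it was 2.59 (adjusted p = 0.00113), 1.31 (adjusted p = 1) and 1.93 (adjusted p = 0.548, Fisher's exact tests). Only 4 of 55 clustered protocadherins, Pcdha1, Pcdhb3, Pcdha2 and Pcdhgb4, had one (odds ratio 0.206, adjusted p = 0.00223, Fisher's exact test). This result held within 1 kb of the TSS (odds ratio 0.058, adjusted p = 0.000163) and at a likelihood ratio of at least 1000 (odds ratio 0.192, adjusted p = 0.0257, Fisher's exact tests). Against random lists matched on promoter CpG the ratio was 0.311 (adjusted p = 0.0324, permutation test). It did not pass for regions of at least 500 bp (0 of 55, adjusted p = 0.548, Fisher's exact test), which only 5.41% of other genes had. Against genes with a promoter region in any list only 4 remain, all through their alcohol-only region, so a lower share could not appear. The clustered protocadherins are neighbours on chromosome 18, while all these tests treat genes as independent. The p-values for this list may thus be too low. Control-only regions were at the promoters of 2 of the 66 neural transcription factors (3.03%, against 0.483% of other genes, odds ratio 6.44, p = 0.0418, adjusted p = 0.753, Fisher's exact test) and of none of the synapse assembly or axon guidance genes. Random lists matched on promoter CpG gave a further comparison. Against them, the neural transcription factors had 1.4 times the mean number of regions (adjusted p = 0.0819) and the chromatin regulators 1.17 times (adjusted p = 0.538, permutation tests over 10000 random lists). 

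**Figure D2:**
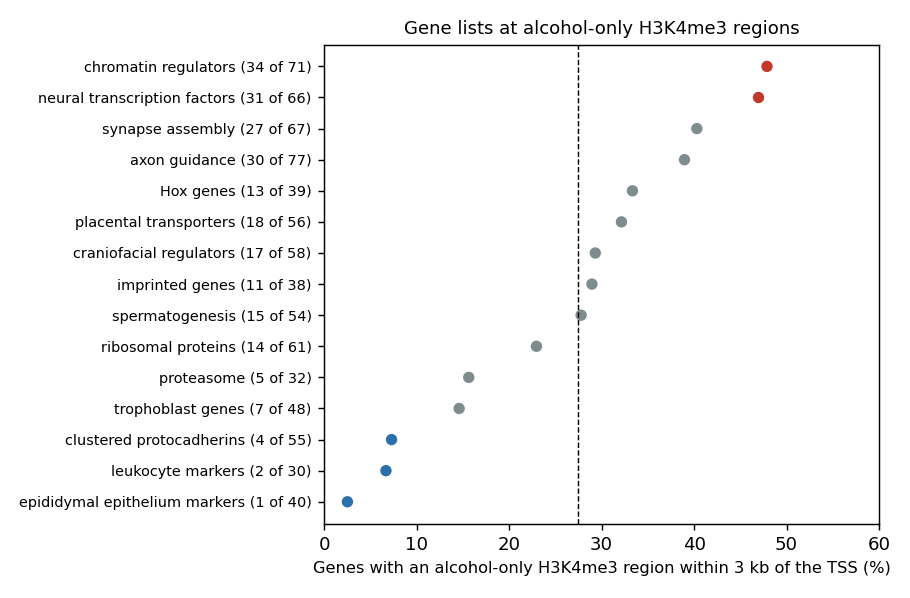
Gene lists at alcohol-only H3K4me3 regions. Points give the percent of each list's genes with an alcohol-only region within 3 kb of the TSS, with the counts beside the names; the dashed line is the percent among other genes. Red points are higher and blue points lower at an adjusted p under 0.05, and 3 lists of under 30 genes are left out.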

**Figure 1:**
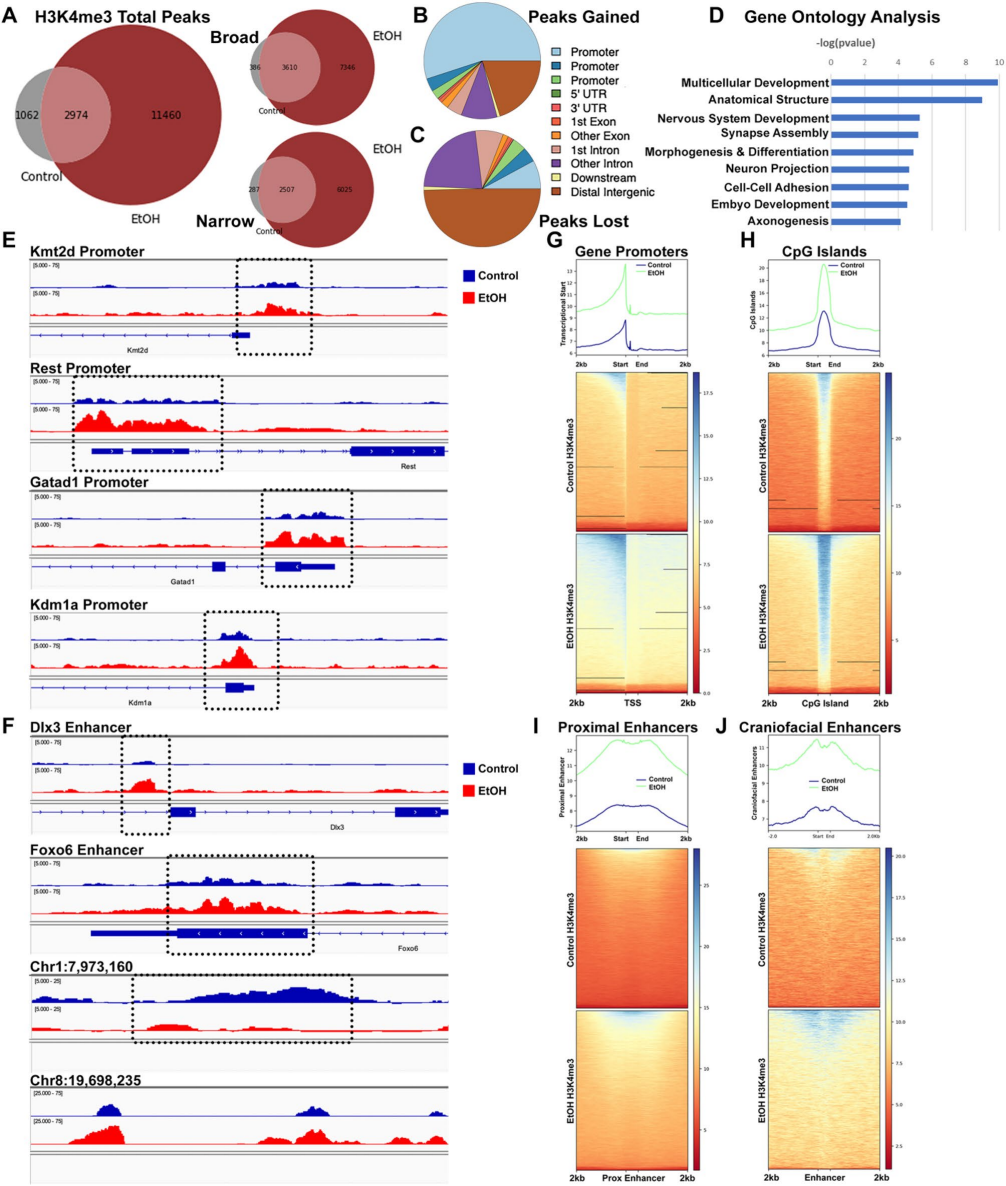
Chronic alcohol consumption increases H3K4me3 enrichment within the promoter and regulatory regions of critical developmental regulators. (**A**) Venn diagrams comparing total, broad, and narrow H3K4me3-enriched peaks between sperm isolated from control and EtOH-exposed males. Distribution of genomic regulatory features in (**B**) peaks gained and (**C**) lost in alcohol-exposed sperm. (**D**) Gene ontology analysis of peaks gained in alcohol-exposed sperm. Integrative Genome Viewer tracks showing altered H3K4me3 within the (**E**) promoter or (**F**) putative enhancer regions of genes involved in embryo development*.* Heatmaps displaying enrichment of H3K4me3 signals across (**G**) gene transcriptional start sites, (**H**) CpG islands, (**I**) ENCODE proximal enhancer elements^40^, and (**J**) gene enhancers regulating mouse craniofacial development^41^. We conducted ChIP-seq analysis on sperm isolated from 3 control and 4 EtOH-exposed males (n = 3, 4).

We identified increased H3K4me3 enrichment within the regulatory regions of several critical developmental regulators, including *Gatad1*, *Kdm1a*, *Kmt2d*, and the transcriptional repressor *Rest* (Fig. 1E). 

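All 4 of these regulators had H3K4me3 that was higher in EtOH-exposed sperm at or near the TSS, and none had a control-only region nearby. The strongest and widest of the regions was at Rest, which encodes a repressor of neuronal genes. At Kmt2d, which encodes an H3K4 methyltransferase, the gain lay inside the gene and overlapped a region shared by both groups. The region at Rest covered the TSS, on chromosome 5 of mm10 from 77265353 to 77266406 (1054 bp), with a log10 likelihood ratio of 6.32. At Kdm1a, which encodes an H3K4 demethylase, a region of 403 bp on chromosome 4 from 136602342 to 136602744 began 43 bp inside the gene, with a log10 likelihood ratio of 5.26. At Gatad1, a region of 491 bp on chromosome 5 from 3647289 to 3647779 lay 157 bp inside the gene, with a log10 likelihood ratio of 4.91. The region at Kmt2d, on chromosome 15 from 98871437 to 98871699, lay 2.38 kb downstream of the TSS, with a log10 likelihood ratio of 2.61. The common region that it overlapped ran from 98871611 to 98871829. Across the whole alcohol-only list, the 10 regions of highest score had Lrrc4c, Esp38 (2 regions), Txndc11, Ly6c2, Brox, Axin2, Yipf5, Tcp10c and Cldn34d as their nearest protein-coding genes. Of these, the region near Brox lay within 3 kb of that gene's TSS, and the 2 near Esp38 lay at the ribosomal RNA gene Rn18s-rs5. That near Lrrc4c lay 2348 kb from its TSS, at the chromosome 2 locus that also held control-only and common regions.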

Agreeing with recent studies by Lismer et al.^10^, we also identified altered H3K4me3 enrichment within presumptive genic and distal intergenic enhancers (Fig. 1F). 

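Foxo6, which encodes a forkhead transcription factor, had 3 alcohol-only H3K4me3 regions: at its TSS, inside the gene and near its 3' end. Dlx3, a homeobox gene of craniofacial patterning, had none within 5 kb. The Foxo6 regions lie on chromosome 4 of mm10. That over the TSS ran from 120287250 to 120287806 (log10 likelihood ratio 3.32), that inside the gene from 120282797 to 120283036 (3.10), and that near the 3' end from 120268142 to 120268911 (2.37). The alcohol-only region nearest to the Dlx3 TSS was 25.5 kb away, on chromosome 11 from 95145632 to 95145850. Within 50 kb of the chromosome 1 locus shown in Fig. 1F, an alcohol-only region ran from 7951769 to 7951984 (log10 likelihood ratio 5.00) and a control-only region from 7973824 to 7974060 (5.77). Within 50 kb of the chromosome 8 locus lay 17 alcohol-only regions, 0 control-only regions and 4 common regions.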

As examples, regions within the gene bodies of transcription factors *Dlx3* and *Foxo6* showed increased H3K4me3 enrichment in EtOH-exposed sperm, while intergenic regions, as on chromosomes one and eight, exhibited regions with both gains and loss. 

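Added H3K4me3 in EtOH-exposed sperm lay close to TSSs and at genes whose promoters are rich in CpG. H3K4me3 that was higher in control sperm lay mostly at a distance. The few genes with a control-only promoter region had CpG-rich promoters about as often as all protein-coding genes. The genes with alcohol-only promoter regions resembled those with common regions in promoter CpG. Of the alcohol-only regions, 23.2% were under 0.1 kb from a TSS and 22.4% from 0.1 to 1 kb. Of the control-only regions, 1.32% and 5.27% lay at these distances, and 44.0% lay at 10 to 50 kb. A promoter was called CpG-rich at an observed over expected CpG of at least 0.6 and a GC content of at least 50% in the 500 bp on either side of the TSS. Of the genes with an alcohol-only promoter region, 73.4% had a CpG-rich promoter, against 39.2% of those with a control-only region (odds ratio 4.28, interval 2.79 to 6.64, p = 3.89e-12, Fisher's exact test). The share was 74.5% for genes with a common region and 43.4% for all protein-coding genes. The sequence around each TSS came from GRCm39, since no sequence of mm10 was used here, so CpG content was measured per gene and not per region.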

Consistent with these observations, compared to control samples, sperm derived from EtOH-exposed males displayed increased H3Km4e3 enrichment at transcriptional start sites and CpG islands (Fig. 1G–H). Furthermore, we also identified increased colocalization at enhancer-like sequences recently identified by the ENCODE consortium^40^, as well as at a specific subset of enhancers driving craniofacial development in mice^41^ (Fig. 1I–J).

To verify this overt increase in H3K4me3 enrichment, we acid extracted histones from the sperm of control and EtOH-exposed males and used western blotting. After normalizing to total histone H3, we confirmed an increase in H3K4me3 within the sperm of males chronically exposed to EtOH (Fig. 2A and Supplemental Fig. 2). Collectively, these results indicate that chronic exposure to EtOH increases H3K4me3 in sperm, affecting enrichment at gene promoters and presumptive enhancers associated with neural development and craniofacial patterning. 

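Several master regulators of the face gained H3K4me3 at their promoters in EtOH-exposed sperm, among them Msx2, Hand2, Twist1 and Gsc. As a group, craniofacial regulators gained it about as often as other genes. These 4 were named because their regions were the widest of the list, at 604 to 757 bp. The Msx2 region lies on chromosome 13 of mm10 from 53472151 to 53472907, the Hand2 region on chromosome 8 from 57321321 to 57322018, the Twist1 region on chromosome 12 from 33957670 to 33958291, and the Gsc region on chromosome 12 from 104472702 to 104473305. Their log10 likelihood ratios were 3.81, 3.37, 4.91 and 3.14. Of 58 craniofacial regulators, 17 (29.3%) had an alcohol-only promoter region, an odds ratio of 1.09 (interval 0.582 to 1.97, adjusted p = 0.865, Fisher's exact test). Of 39 Hox genes, 13 (33.3%) had one, with Hoxa9 and Hoxd1 the widest. Enhancers were not tested as a set, because no enhancer positions were used here. The paper draws on the added regions, their gene ontology terms, heatmaps over TSSs, CpG islands and enhancers including craniofacial ones, and the western blot. From these it concludes that chronic EtOH exposure increases H3K4me3 in sperm at promoters and presumptive enhancers tied to neural development and craniofacial patterning.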

Further, they indicate that increased H3K4me3 enrichment in sperm may serve as a biomarker of male alcohol exposure.

**Figure 2:**
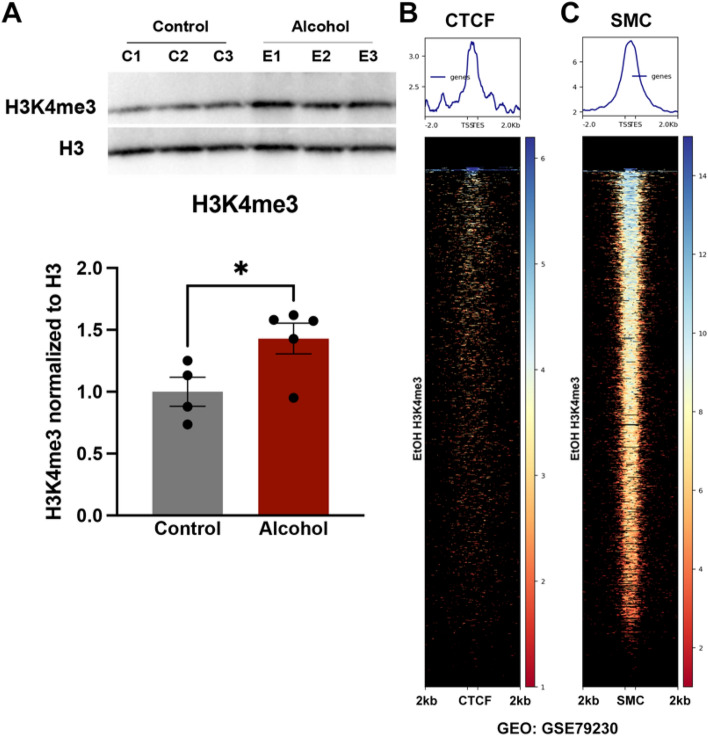
Increased H3K4me3 in sperm derived from EtOH-exposed males maps to CTCF and SMC-bound regions of the sperm genome. (**A**) Western blot analysis comparing total H3K4me3 normalized to histone H3 between preconception treatment groups (n = 4 control, 5 EtOH). Heatmaps displaying enrichment of EtOH-induced H3K4me3 signals across (**B**) CTCF- and (**C**) SMC-bound loci, previously identified in sperm (Jung et al. 2017, Geo: GSE72784).

### EtOH H3K4me3-Enriched Regions Correlate with CTCF and cohesin-bound sites in sperm

In embryonic stem cells, H3K4me3 exhibits a prominent colocalization with the zinc finger protein CCCTC-Binding Factor (CTCF)^23^. Similar correlations exist between CTCF, cohesion, and H3K4me3-enriched loci across sperm and 2-cell embryos^10,18^, indicating these epigenetic factors may mutually support their intergenerational inheritance. Therefore, we compared H3K4me3-enriched narrow peaks in EtOH-exposed sperm to the published profiles of both CTCF and Structural Maintenance Of Chromosomes 2 (SMC2), a subunit of cohesin^7,18^. Our analyses identified enrichment of novel H3K4me3-enriched peaks over both CTCF- and SMC-bound regions in sperm (Fig. 2B–C). These observations suggest that chronic alcohol may influence the inheritance of H3K4me3, CTCF, or cohesin in the next generation.

### Preconception male alcohol exposure alters CTCF binding within placentae of the male offspring

Despite the colocalization of H3K4me3 and CTCF in gametes and early embryonic cells^10,18,23^, the role of CTCF in mediating alterations in developmental programming remains poorly described. Therefore, we set out to determine if altered H3K4me3 enrichment in sperm has a lasting impact on patterns of CTCF binding in the offspring. To address this question, we used chromatin immunoprecipitation followed by deep sequencing to assay enrichment of CTCF in the gestational day 14.5 placenta. This developmental stage represents the earliest phase in which we can detect alterations in placental efficiency and gene expression patterns^32^, and allows the investigation of epigenetic inheritance without the technical challenges of working with ultra-low-input samples. Given that placental growth phenotypes induced by paternal alcohol exposure are more severe in the male offspring^31,32,36^, we focused our analysis on male placentae.

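Male placentae of the offspring of EtOH-exposed sires gained CTCF at many sites and lost it at somewhat fewer. Most gained and most lost sites lay in gene bodies or between genes. Gained peaks were somewhat wider and of higher score. The data are 2 lists of peaks. Gained peaks were in the set shared by all samples of the alcohol group and not in the set shared by all control samples. Lost peaks were in the control set and not in the alcohol set. A gained or lost peak may thus have been called in some placentae of the other group. The placentae were taken at gestational day 14.5. The sample labels name 5 placentae of EtOH-exposed sires and 3 of control sires, each group with an input library, while the paper gives 4 of each. The authors called peaks against input with MACS2, kept those that intersected in all samples of a group, and compared the groups by overlap. Each peak carries the fold enrichment over local background at its summit and a score made from its q-value, as the authors' peak caller wrote them. The values in each list come from 1 library of its group, so the fold enrichment is used only to describe a peak, and no placenta can be left out or tested on its own.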

Our sequencing experiments yielded a moderate correlation between experimental replicates (Fig. 3A). The identified peaks demonstrated strong enrichment of the consensus CTCF binding site (Fig. 3B; *p* = 1.1e–1146), and principal component analysis identified a clear separation between samples derived from the control and alcohol preconception treatment groups (Fig. 3C). Agreeing with previous studies examining CTCF localization^42^, ~ 30% of reads mapped to distal intergenic regions while the remainder mapped to gene bodies (~ 45%) and promoters (~ 25%), which was consistent between treatment groups (Fig. 3D). Using MACS2 with a minimal intersection of 100 bp, we identified 6282 high-confidence peaks in all samples derived from the offspring of control males and 7077 in offspring sired by alcohol-exposed males (Fig. 3E). Notably, 99% of identified peaks mapped to placental regulatory regions identified by the ENCODE consortium (ENCSR121NJX)^40^.

**Figure 3:**
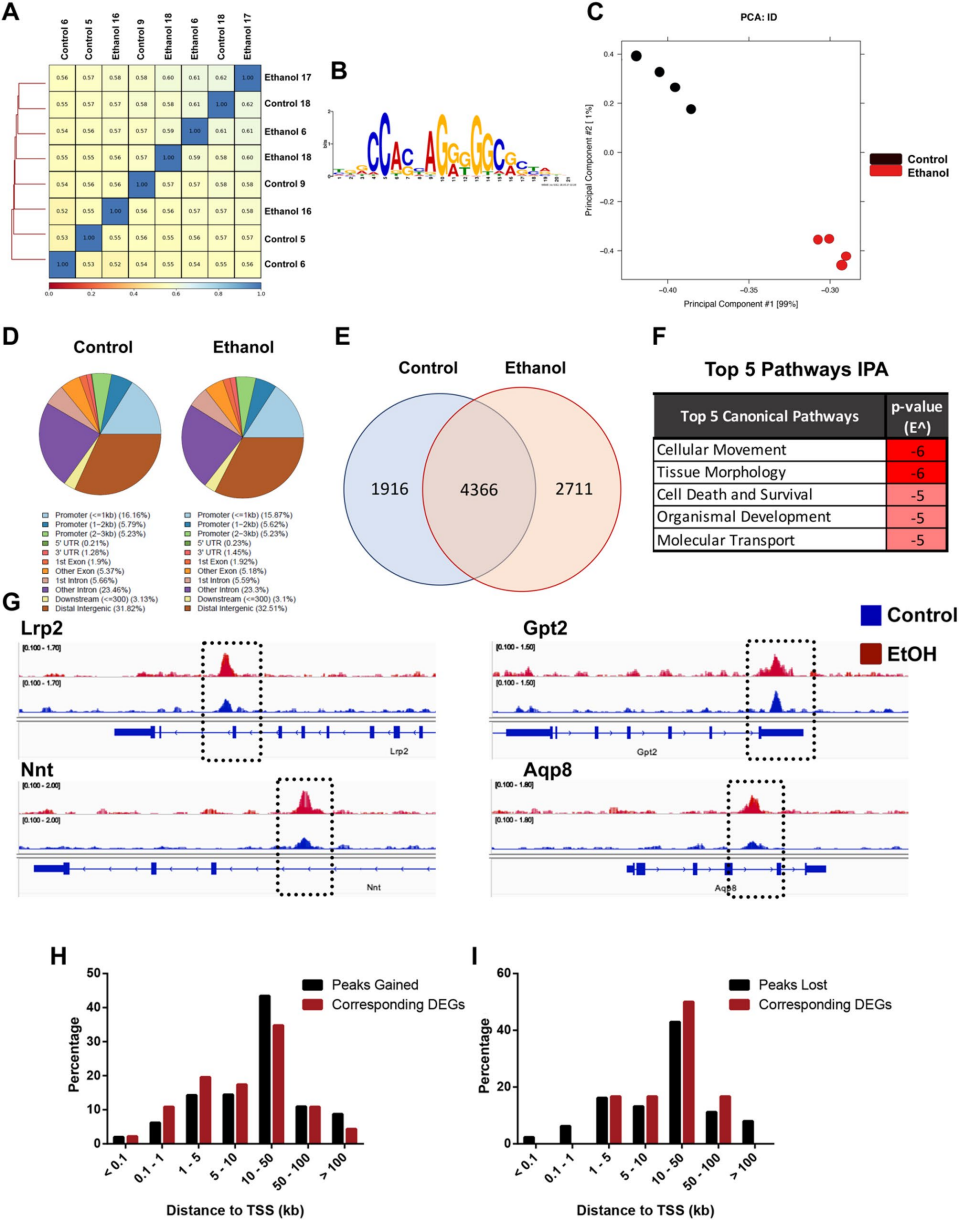
Chromatin immunoprecipitation analysis reveals preconception paternal alcohol exposure induces alterations in placental CTCF localization. (**A**) Correlation analysis between placentae derived from the male offspring of control and EtOH-exposed sires (n = 4). (**B**) Strong enrichment of the consensus CTCF binding site in precipitated DNA. (**C**) Principal component analysis and (**D**) genomic distribution of CTCF precipitated fragments compared between the preconception treatment groups. (**E**) Venn diagram and (**F**) Ingenuity Pathway Analysis comparing differential patterns of CTCF binding between male placentae derived from control and EtOH-exposed sires. (**G**) Integrative Genome Viewer tracks showing altered CTCF enrichment within the bodies of genes differentially expressed in placentae derived from the male offspring of EtOH-exposed sires^32^. Distribution of CTCF (**H**) peaks gained (**I**) and peaks lost with the transcriptional start sites of the differentially expressed genes.

Of the high-confidence CTCF peaks we identified, 4366 were consistent between both treatment groups. However, compared to placental tissues isolated from the offspring of controls, the male offspring of alcohol-exposed sires lost 1916 peaks and gained 2711 unique peaks (Fig. 3E). 

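The gained peaks outnumbered the lost peaks, but the lists had similar shares at promoters, in gene bodies and between genes. Promoters held under 20% of each. The gained peaks of highest score lay near Cyth2, Mcmbp, Gmpr, Arrdc4, Psma2, Mid1, Clca1, Ercc1, Rasgef1c and Mlxip, and the lost peaks of highest score near Casp3, Hmgxb4, Il21r, Mgst2, Minpp1, 1700071K01Rik, Myo16, Ppp2cb, Chmp6 and Ttc23l. There were 1.41 times as many gained as lost peaks (interval 1.33 to 1.5). The interval covers counting error alone. The size of each list also depends on the number and depth of the libraries that were intersected. The ratio is thus no measure of a net gain of CTCF. The median fold enrichment was 5.89 in the gained list and 5.54 in the lost list, the median score 99 and 74, and the median width 359 and 305.5 bp. Peaks of at least 500 bp made up 6.46% of gained and 1.41% of lost peaks. These differences were not tested, since the values of each list come from 1 library. Promoter regions held 18.4% of gained peaks (Wilson interval 17 to 19.9%) and 19.7% of lost peaks (18.0 to 21.6%), an odds ratio of 0.918 (interval 0.789 to 1.07, p = 0.270, Fisher's exact test). Gene bodies held 44.9% of gained and 45.9% of lost peaks, and 36.7% and 34.4% lay between genes. The gained peak of highest score, with a fold enrichment of 13.7, lies within Cyth2 on chromosome 7 of mm10 from 45801368 to 45801802, 12.5 kb from the TSS. Among the lost peaks, that at Ppp2cb covers the TSS, on chromosome 8 from 33599348 to 33599696, with a fold enrichment of 10.1.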

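Genes nearest to a changed CTCF peak included regulators of placental growth and of tissue form, but no gene list fixed beforehand stood out after adjustment. Gained peaks lay within 3 kb of a TSS of the imprinted growth regulators Cdkn1c and Phlda2, and of the craniofacial regulators Sox9, Tfap2b, Dlx2 and Dlx3. Lost peaks lay at the promoters of Edn1 and Osr2, and 1.32 kb upstream of Dlx3 beside its gained peak. At Cdkn1c, the gained peak lies on chromosome 7 of mm10 from 143463809 to 143464333, with a fold enrichment of 9.38. At Phlda2, it runs from 143505977 to 143506218 on the same chromosome, with a fold enrichment of 4.82. Craniofacial regulators were the nearest gene of a gained peak in 20.7% of cases and of a lost peak in 17.2%, against 12.1% and 8.87% of other genes. For lost peaks this gave an odds ratio of 2.14 (p = 0.0351, adjusted p = 0.316, Fisher's exact test). Ribosomal protein genes were nearest to a gained peak in 14 of 61 cases, an odds ratio of 2.17 (p = 0.0163, adjusted p = 0.254, Fisher's exact test), with peaks at the promoters of Rplp0, Rps5, Rpl11 and Rpl6. Of the 55 clustered protocadherins, 2 were nearest to a gained peak and 0 to a lost peak (adjusted p = 0.254 for each, Fisher's exact test).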

When we mapped these peaks to the nearest gene and examined this list using integrated pathway analysis, we identified an enrichment of pathways participating in cellular movement, tissue morphology, and molecular transport (Fig. 3F).

We then reanalyzed the RNA-seq datasets we previously derived from these tissue samples^32^ (log2-fold change, adjusted *p*-value < 0.5) and then contrasted the ~ 497 differentially expressed transcripts with the differential patterns of CTCF binding. Of these differentially expressed genes (DEGs), 64 (13%) exhibited altered CTCF binding within 100 kb of their transcriptional start sites (TSS); 42 (8.4%) exhibited increased CTCF binding, and 22 (4.4%) displayed reductions (Fig. 3G). These data are consistent with recent studies examining CTCF loss of function, demonstrating that ~ 20% of differentially expressed genes are directly bound by this protein^29,43–45^. 

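Each of the genes whose CTCF tracks are shown in Fig. 3G, Lrp2, Gpt2, Nnt and Aqp8, had a gained CTCF peak within the gene. None of these peaks was at the promoter. Gpt2 also had a lost peak upstream, and Lrp2 a further gained peak upstream. In Nnt, the gained peak lies on chromosome 13 of mm10 from 119378411 to 119378728, 30.5 kb from the TSS, with a fold enrichment of 6.43. In Gpt2, it lies on chromosome 8 from 85526059 to 85526408, 33.5 kb from the TSS, with a fold enrichment of 5.63, and the lost peak lies 94.7 kb upstream, from 85397548 to 85397846, with a fold enrichment of 4.20. In Aqp8, the gained peak lies on chromosome 7 from 123465798 to 123466040, 3.50 kb from the TSS, with a fold enrichment of 3.03. In Lrp2, the peak within the gene lies on chromosome 2 from 69428133 to 69428550, 157 kb from the TSS, with a fold enrichment of 3.82. The Lrp2 peak upstream runs from 69634924 to 69635265, 48.9 kb from the TSS, with a fold enrichment of 6.97. Across all protein-coding genes, 33.3% had a gained peak and 27.1% a lost peak within 100 kb of the TSS. For these shares a gene counted where any such peak lay within that distance, so neighbouring genes could share a peak. The paper's methods annotate peaks by the nearest TSS, which gives lower counts of genes. Differentially expressed genes were not used here. The shares thus cannot be set against those that the paper gives for such genes, and no depletion can be read from them.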

Interestingly, a higher proportion of DEGs corresponded to altered CTCF binding 10–50 kb away from the affected gene TSS (chi-square analysis of distributions; *p*-value < 0.0001; Fig. 3H–I). In addition, a small subset (14 of 497) of the differentially expressed genes also exhibited altered H3K4me3 enrichment in sperm (data not shown).

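Most changed CTCF peaks lay at a distance from TSSs, and gained and lost peaks did so alike. The 10 to 50 kb range held more peaks than any other, with 44.2% of gained and 44.0% of lost peaks. The peaks near Gmpr and Mlxip (gained) and near Hmgxb4 and Il21r (lost) lie in this range. Peaks under 0.1 kb from a TSS made up 4.98% of gained and 4.80% of lost peaks. At 1 to 5 kb the shares were 16.8% and 18.3%, and at 5 to 10 kb 16.3% and 15.4%. Beyond 100 kb lay 4.24% and 4.23%. The distributions of gained and lost peaks over the 7 bins were not distinguishable (p = 0.429, permutation test of the chi-square statistic with 100000 resamples). These are distances of all changed peaks to the nearest TSS of any gene, and the differentially expressed genes were not used here. The bins differ greatly in width and no random positions were placed in them, so these shares do not show a preferred distance. 

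**Figure D3:**
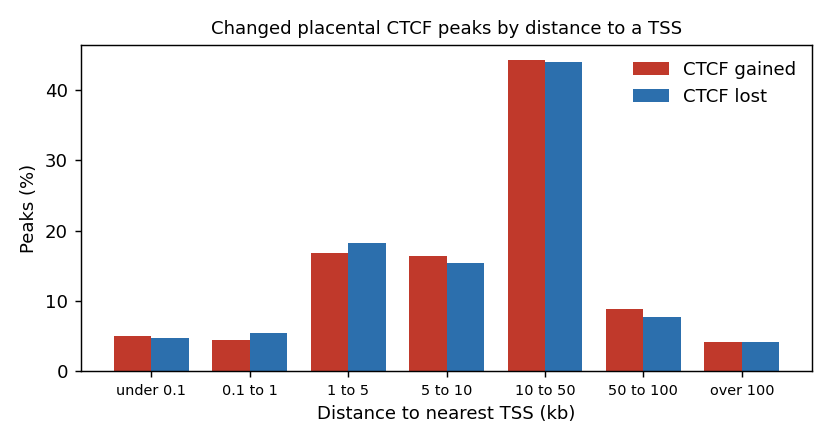
Changed placental CTCF peaks by distance to a TSS. Bars give the percent of gained and of lost peaks in each distance bin; the bin of 10 to 50 kb is the highest in both, at 44.2% and 44.0%.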

### Reductions in CTCF occupancy within candidate gene clusters correlate with changes in gene expression

In reexamining our RNA-seq datasets, we noted that several genes, colocalizing to the *albumin*, *apolipoprotein,* and *fibrinogen* gene clusters, all displayed coordinated reductions in gene expression. Using qRT-PCR, we confirmed reduced transcription of critical transport proteins in the *albumin* gene cluster, including *Alb*, *Afp*, *Afm*, and *Gc* (Fig. 4A). In addition to the albumin gene cluster, we observed downregulation of gene transcripts across both apolipoprotein gene clusters. These include genes in the Apoe/c1/c4/c2 gene cluster (chromosome 7, data not shown), and *Apoa1*, *Apoa4*, and *Apoc3*, which all localize to the gene cluster located on mouse chromosome 9 (Fig. 4A). In contrast, the lone remaining gene in this latter cluster, *Apoa5*, remained unchanged. Unlike the other genes in this cluster, *Apoa5* is not regulated by the centrally located *apoCIII* enhancer^46^. Finally, transcripts encoding the coregulated fibrinogen proteins *Fga*, *Fgb*, and *Fgg*, located in the *fibrinogen* gene cluster, were decreased in placentae derived from the male offspring of ethanol-exposed sires (Fig. 4A). Notably, except for *Apoa5*, the transcriptional dysregulation we observed impacted all the genes located in their respective clusters, with the entire complement of the *albumin*, *apolipoprotein*, and *fibrinogen* gene clusters demonstrating simultaneous down-regulation. These widespread reductions are similar to observations reported in experiments examining changes in gene expression induced by depletion of chromatin factors, including CTCF^24–28^.

**Figure 4:**
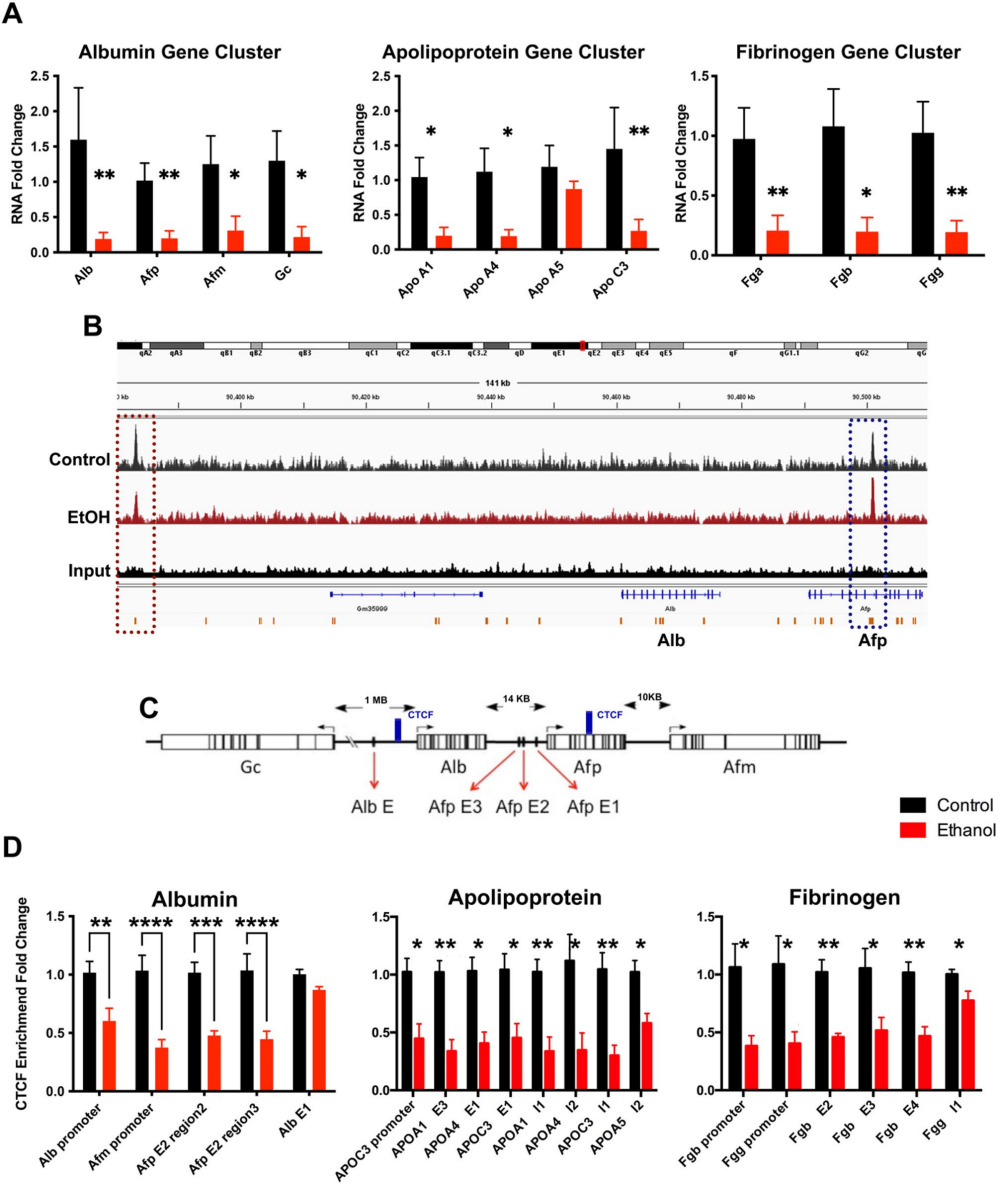
Preconception paternal alcohol exposure induces correlative patterns of altered gene expression and CTCF binding across the albumin, apolipoprotein, and fibrinogen gene clusters. (**A**) Using RT-qPCR and RNA samples isolated from male placentae derived from the offspring of EtOH-exposed sires, we assayed the expression of candidate genes within the *albumin*, *apolipoprotein*, and *fibrinogen* gene clusters. We normalized gene expression to the geometric mean of transcripts encoding *Sdha*, *Mrpl1*, and *Hprt* and examined eight placentae from each treatment, derived from five different litters (n = 8). (**B**) Integrative Genome Viewer tracks showing altered CTCF enrichment within the *albumin* gene cluster. (**C**) Map of the *albumin* gene cluster with known CTCF peaks previously identified in mouse liver^48^ demarcated in blue, and upstream enhancer regions identified by red arrows. Using qPCR, we measured CTCF enrichment within the *albumin*, *apolipoprotein*, and *fibrinogen* gene clusters. We assayed precipitated extracts for the enrichment of promoter regions, candidate Enhancers, or Insulators within the indicated loci. We performed ChIP experiments on eight placentae from each treatment, derived from five different litters (n = 8), and used a two-way ANOVA followed by an Uncorrected Fisher’s LSD. Error bars represent the standard error of the mean, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

Our ChIP-seq analysis identified altered CTCF enrichment at multiple loci across the differentially expressed gene clusters (representative peaks from the *albumin* gene cluster shown in Fig. 4B). Therefore, we focused on the *albumin, apolipoprotein*, and *fibrinogen* gene clusters to validate our ChIP-seq studies, as these regions all displayed altered CTCF binding and co-incident patterns of transcriptional dysregulation. 

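All 4 gene clusters had changed CTCF peaks within 100 kb, most of them gained and none within a gene of the cluster. The lists leave out changes in height at peaks found in both groups. They therefore cannot be set against the CTCF reductions that the paper measured by ChIP-qPCR. In the albumin cluster, CTCF was gained downstream of Afm and lost upstream of Alb. In the apolipoprotein cluster of chromosome 9, a peak between Apoa4 and Apoa5 was lost. In the fibrinogen cluster, a peak upstream of Fgg was gained, and none was lost. Over the 4 clusters there were 7 gained and 4 lost peaks. Within 50 kb there were 3 gained and 2 lost peaks, none of them at the albumin cluster. The gained albumin peaks lie on chromosome 5 of mm10 from 90588807 to 90589331 (fold enrichment 8.84) and from 90601398 to 90601812 (6.97), 69.9 and 82.4 kb from the Afm TSS. The lost peak near Apoa4 lies on chromosome 9 from 46246928 to 46247209, 6.08 kb from the Apoa4 TSS and 21.4 kb from that of Apoa5, with a fold enrichment of 4.88. A gained peak lies 85.5 kb downstream of Apoa5, from 46354063 to 46354424. Around Apoe, Apoc1, Apoc4 and Apoc2 on chromosome 7 there were 3 gained and 2 lost peaks. The nearest to these genes was the lost peak from 19669449 to 19669774, 8.17 kb from the Apoc2 TSS, with a fold enrichment of 5.86. The gained peak near Fgg lies on chromosome 3 from 83002223 to 83002694, 5.03 kb upstream of the TSS, with a fold enrichment of 5.07. 

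**Figure D4:**
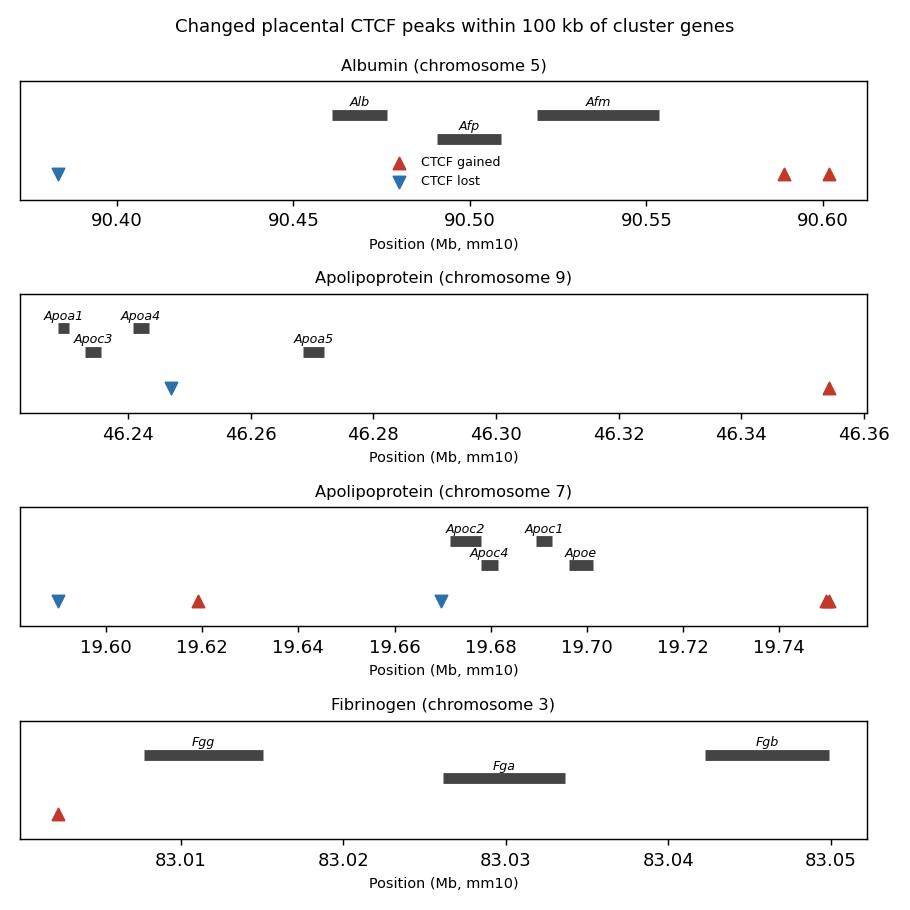
Changed placental CTCF peaks within 100 kb of cluster genes. Each panel shows position in Mb on mm10, with gene bodies as bars, gained peaks as red triangles and lost peaks as blue triangles; the 4 clusters hold 7 gained and 4 lost peaks.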

Using qPCR, we assayed the enrichment of CTCF at select regions across these gene clusters (representative map of the *albumin* cluster is presented in Fig. 4C). We selected putative enhancers (E) and candidate insulators (I) based on the enrichment of CTCF from our datasets, recent studies of these gene clusters in the mouse and human liver^47–49^, as well as published profiles of the posttranslational histone modifications histone H3 lysine 27 acetylation (H3K27ac) and histone H3 lysine 4 monomethylation (H3K4me1) derived from CHIP-seq datasets in trophectoderm stem cells^50^. We identified altered enrichment of CTCF across multiple distal enhancer and promoter regions located within all three examined gene clusters (Fig. 4D). Notably, most of these changes localized to promoter regions or presumptive enhancers. Using the albumin cluster as an example, the large enhancer located upstream of the albumin gene^48^ is absent in placental cells. However, in the placenta, but not the liver, the region upstream of *alpha-fetoprotein* contains a prominent CTCF peak, which displays reduced binding in placentae derived from alcohol-exposed males (Fig. 4B, red box on the left). In contrast, the CTCF peak located within the gene body of *alpha-fetoprotein*, present in both liver and placental cells, increased in placentae derived from alcohol-exposed males (Fig. 4B, blue box, likelihood ratio of 2,829,863). These results indicate that select CTCF sites across these gene clusters display altered enrichment in placentae derived from the male offspring of ethanol-exposed males, which correlate with altered gene expression across the affected gene clusters.

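A CTCF peak was lost upstream of Alb, between Gc and Alb, in placentae of the offspring of alcohol-exposed sires. It lies on the far side of Alb from Afp, on chromosome 5 of mm10 from 90383200 to 90383497. It was the lost peak nearest to both genes, 77.4 kb from the Alb TSS and 107 kb from the Afp TSS. Its fold enrichment in the placentae of control offspring was 5.80. The paper's discussion describes a placental CTCF peak at a similar distance upstream of Alb, with lower enrichment after alcohol.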

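No gained peak lay within Afp, which runs on chromosome 5 of mm10 from 90490714 to 90508907. The nearest gained peak began 98.1 kb from the Afp TSS, beyond Afm. The gained list holds only peaks that were absent from the set shared by all control samples. A peak in the shared sets of both groups is not in it, whatever its change in height. The paper describes the Afp peak as increased after alcohol.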

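Nearly every gene of the 4 clusters had a changed CTCF peak nearby. Of the 15 cluster genes, 14 had a gained or lost peak within 100 kb of the TSS, and Gc was the exception. Among all protein-coding genes the share was 48.9%. The paper focused on these clusters because their expression was lower and because their CTCF binding was altered in the same ChIP-seq data. A higher share was thus expected and is no separate evidence. Neighbouring genes share peaks, so the 15 genes are not independent and no test was made. The paper reasons from the CTCF sites altered in ChIP-seq and ChIP-qPCR and from the lower expression of the genes around them. It concludes that CTCF binding and expression of these clusters change together.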

### Alterations in placental CTCF occupancy do not correlate with changes in the cohesin complex member Rad21 or broad changes in enhancer-associated histone posttranslational modifications

CTCF and the cohesin complex are required for chromatin looping^44^, a subset of which facilitates promoter-enhancer interactions^29,51^. Importantly, cohesin lacks sequence-specific DNA binding activity and requires DNA binding factors, like CTCF, to be loaded onto chromatin^52^. Therefore, altered CTCF binding may influence both cohesin localization and enhancer function. Using ChIP, we examined placental extracts for the enrichment of cohesin complex member RAD21^27^. In addition, we also examined the enrichment of the posttranslational histone modifications histone H3, lysine four monomethylation (H3K4me1), and histone H3, lysine 27 acetylation (H3K27ac), given their association with poised and active gene enhancers, respectively^53^.

Unexpectedly, using primers targeting the same candidate regions exhibiting altered CTCF enrichment identified above, we did not observe any alterations in RAD21 binding, which was constant across all examined loci (Fig. 5). Further, only one region displayed a decrease in H3K27ac enrichment, while we observed reduced H3K4me1 at six out of the 24 (25%) loci examined (Fig. 5). From these data, we conclude that the altered CTCF localization we observed at these loci does not influence RAD21 enrichment or consistently impact colocalizing posttranslational histone modifications.

**Figure 5:**
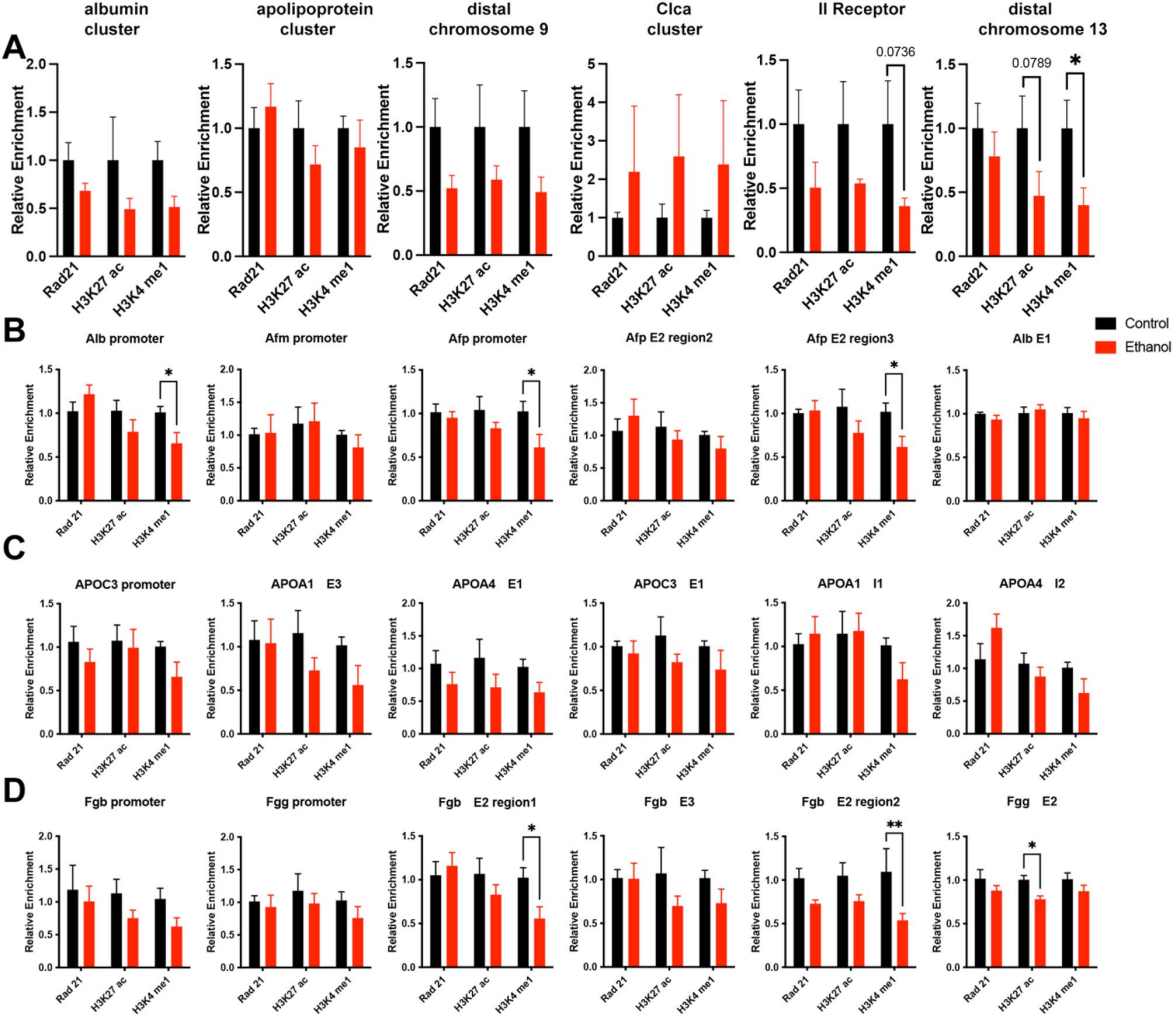
Consistent RAD21 binding and modest alterations in enhancer-associated histone posttranslational modifications in placentae derived from the male offspring of alcohol-exposed sires. We used ChIP qPCR to assay the enrichment of the cohesin component RAD21 and histone H3 lysine 27 acetylation (H3K27 ac) and lysine four mono-methylation (H3K4 me1) at (**A**) loci identified in our ChIP-seq analysis, as well as specific loci within the (**B**) *albumin*, (**C**) *apolipoprotein*, and (**D**) *fibrinogen* gene clusters identified in Fig. 4. We performed ChIP experiments on eight placentae from each treatment (n = 8), derived from five different litters, and used a two-way ANOVA followed by an Uncorrected Fisher’s LSD. Error bars represent the standard error of the mean, *P < 0.05, **P < 0.01.

### Changes in placental gene expression induced by preconception paternal alcohol exposure are sex-specific

Our previous studies of preconception paternal alcohol exposures have identified several sex-specific outcomes, including sexually dimorphic changes in gene expression and histology^31–33,36^. We, therefore, assayed the expression of genes within the *albumin*, *apolipoprotein*, and *fibrinogen* gene clusters, along with a selection of other candidate genes in placentae isolated from the female offspring of alcohol-exposed sires. We did not observe any significant differences in candidate gene expression in female placentae (Fig. 6). These observations reveal that the differences we observe across the gene clusters are specific to the male offspring of alcohol-exposed sires.

**Figure 6:**
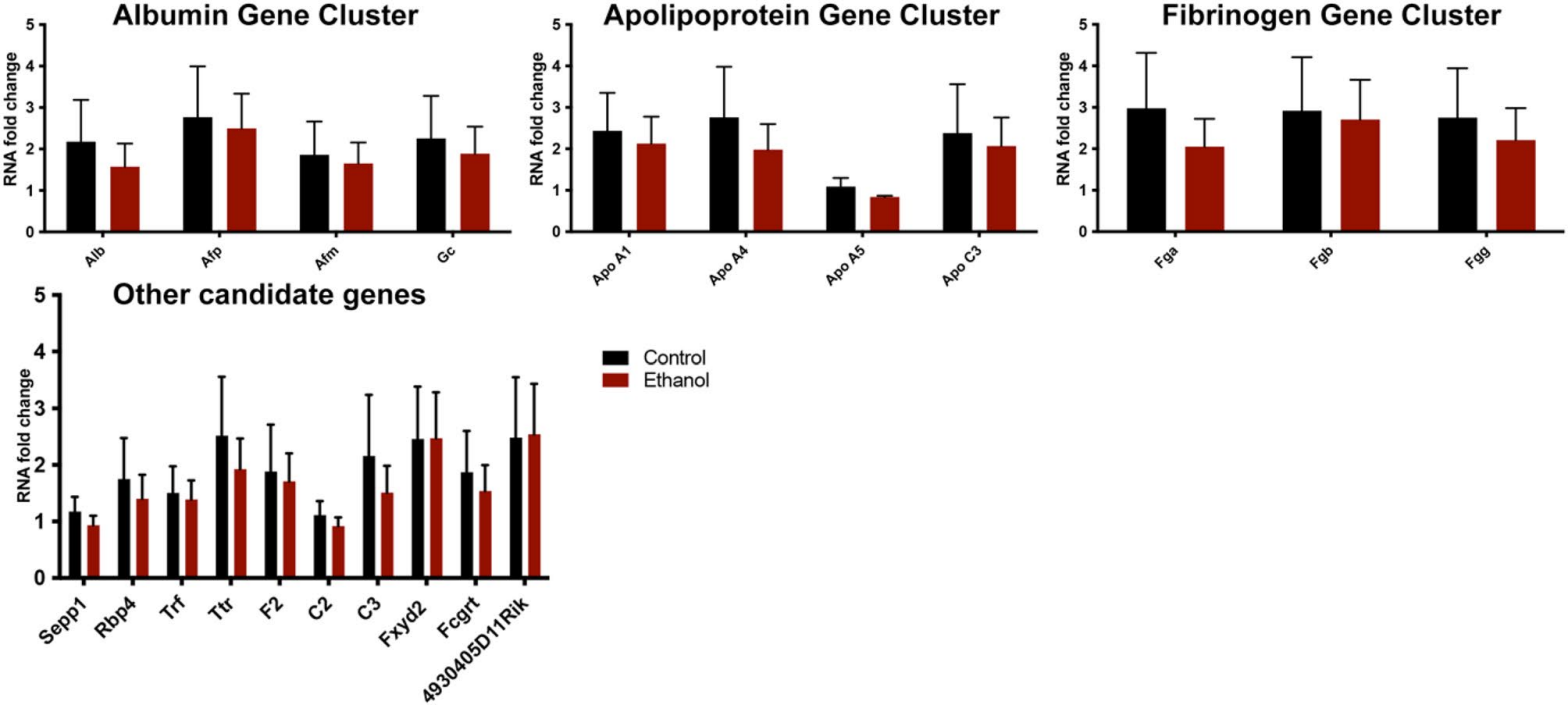
Placentae derived from the female offspring of EtOH-exposed sires do not exhibit altered gene expression of candidate genes identified in the male offspring. Using RT-qPCR and RNA samples isolated from female placentae derived from the offspring of EtOH-exposed sires, we assayed the expression of candidate genes within the *albumin*, *apolipoprotein*, and *fibrinogen* gene clusters, as well as other candidate genes identified in RNA-sequencing experiments. We normalized gene expression to the geometric mean of transcripts encoding *Sdha*, *Mrpl1*, and *Hprt* (n = 8) and compared treatments using a one-way ANOVA. Error bars represent the standard error of the mean.

### Alcohol-induced gains in sperm H3K4me3 enrichment correlates with increased placental CTCF occupancy in male offspring

Finally, using deepTools2, we compared H3K4me3 enrichment in sperm with patterns of placental CTCF binding, separately examining peaks gained and peaks lost in the offspring of alcohol-exposed sires. 

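Lost CTCF sites of the placenta lay near sperm H3K4me3 more often than random positions did. Of the lost peaks, 72 (3.76%) had an alcohol-only H3K4me3 region within 1 kb, 21 (1.10%) a common region and 3 (0.157%) a control-only region. On the chromosomes that could be sampled, 71 of 1915 lost peaks had an alcohol-only region, 3.22 times the mean of 1000 sets of random positions on the same chromosomes (22.1 peaks, p = 0.002, the smallest that this two-sided permutation of positions can give). Where the random positions were matched on promoter status, the fold was 2.01 (35.3 peaks, same p). An alcohol-only region covered the summit of 11 lost peaks (0.574%). At 0.5 kb from the summit on either side (within 250 bp), 55 lost peaks (2.87%) had one, at 1 kb 43 (2.24%), and at 2 kb 30 (1.57%). A summit is a single base, so these shares do not tell whether the mark lay over the site or beside it. The sperm and the placentae came from different animals.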

Regions exhibiting a loss of placental CTCF exhibited H3K4me3 enrichment directly over the CTCF binding site. We found no differences when comparing H3K4me3 enrichment between sperm isolated from control and alcohol-exposed males (Fig. 7A). In contrast, sperm H3K4me3 was highly enriched 1 kb upstream and downstream of regions exhibiting increased CTCF binding in placentae isolated from the offspring of alcohol-exposed sires while notably depleted over the CTCF sites themselves. Moreover, regions exhibiting increased CTCF binding in placentae displayed increased H3K4me3 enrichment in alcohol-exposed sperm (Fig. 7A). These patterns were evident in the vicinity of the regulatory regions for the genes *Dnmt3a*, *Fam133b*, and *Wdfy2* (Fig. 7B). 

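Gained CTCF sites likewise had sperm H3K4me3 beside them, and of the 3 flanking distances examined it was most frequent at 0.5 kb from the summit. One gained peak with an alcohol-only region within 1 kb lay at the promoter of Kmt2b, which encodes an H3K4 methyltransferase. This peak, on chromosome 7 of mm10 from 30589365 to 30589807, lies 309 bp from the TSS. An alcohol-only region covered the summit of 18 gained peaks (0.664%). At 0.5 kb from the summit 80 gained peaks (2.95%) had one, at 1 kb 52 (1.92%), and at 2 kb 33 (1.22%). A summit is a single base, so its share cannot be set against those of the flanking windows.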

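Alcohol-only H3K4me3 was near gained CTCF peaks about as often as near lost peaks. Within 1 kb, 107 gained peaks (3.95%) had an alcohol-only region. Against the lost peaks the odds ratio was 1.05 (interval 0.768 to 1.45, p = 0.758, Fisher's exact test). Gained peaks exceeded the mean of the random positions 3.37 times (31.8 peaks, p = 0.002, the smallest that the permutation of positions can give), and 2.15 times where the positions were matched on promoter status (49.9 peaks, same p). Control-only regions lay within 1 kb of 5 gained peaks (0.184%), and common regions of 32 (1.18%). From the heatmaps, the paper states that sperm H3K4me3 was higher after alcohol at the regions that gained placental CTCF. The heatmaps compare signal height between the sperm groups, which counts of nearby regions do not measure.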

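At Dnmt3a and Wdfy2, added sperm H3K4me3 and gained placental CTCF lay next to each other. Dnmt3a encodes a DNA methyltransferase, and its H3K4me3 region was among the wide ones of the list. Fam133b had added H3K4me3 at its TSS but no gained CTCF peak in its neighbourhood. At Dnmt3a, the alcohol-only region lies on chromosome 12 of mm10 from 3806647 to 3807935 (1289 bp, log10 likelihood ratio 3.90). A gained peak lies just upstream of it, from 3806271 to 3806620 (fold enrichment 4.08), and another 19.6 kb upstream of the TSS, from 3781512 to 3781918 (9.65). At Wdfy2, the alcohol-only region lies on chromosome 14 from 62837787 to 62837989 (log10 likelihood ratio 3.59), and the gained peak from 62837175 to 62837410 (fold enrichment 4.42). At Fam133b, the alcohol-only region lies on chromosome 5 from 3543845 to 3544226 (log10 likelihood ratio 1.76), and the nearest gained peak was 1368 kb away.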

Our observations indicate that alcohol-induced increases in H3K4me3 enrichment in sperm may influence the inheritance of augmented CTCF enrichment in the placenta.

**Figure 7:**
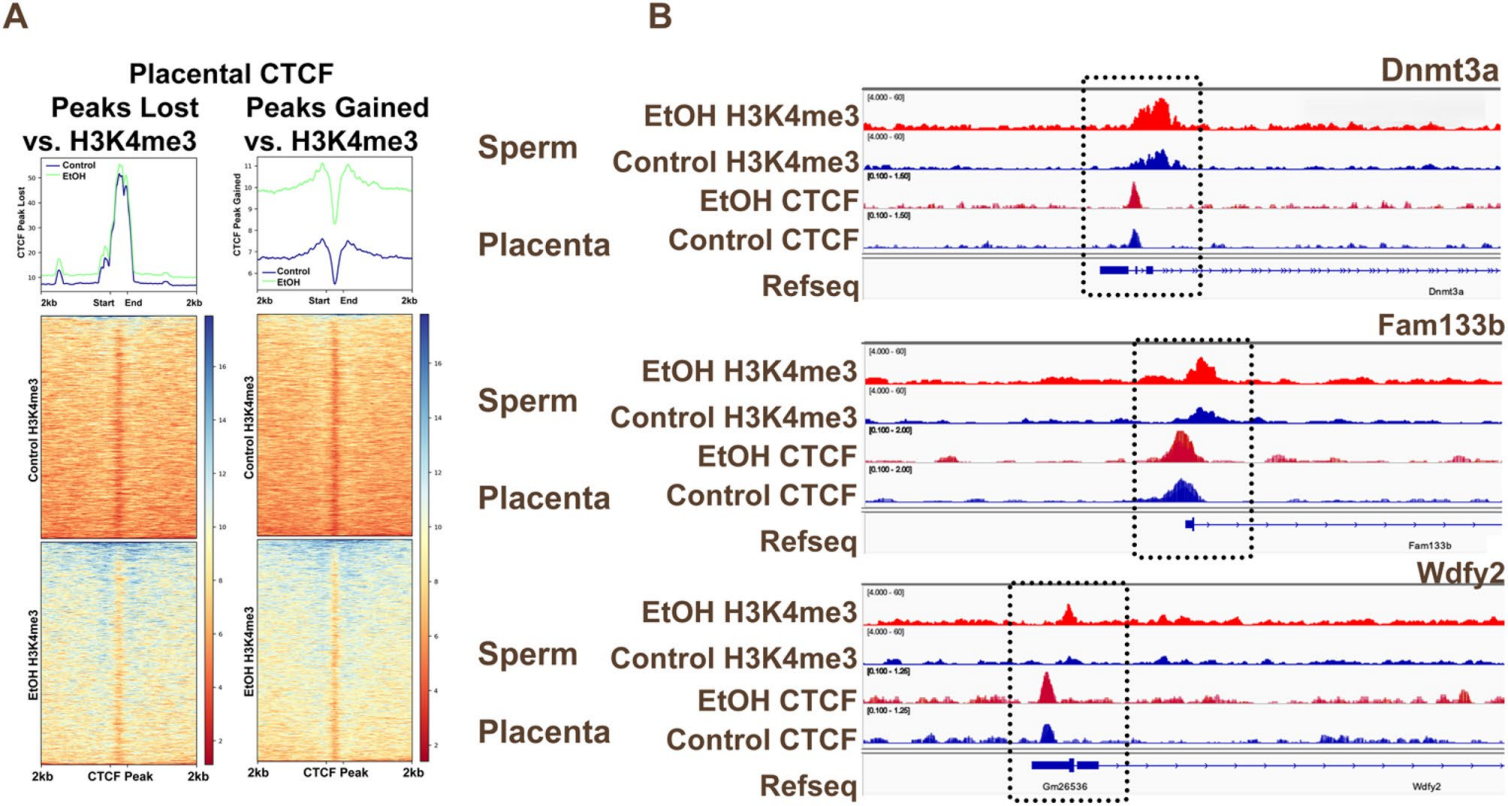
Correlation between EtOH-induced increases in sperm H3K4me3 enrichment and increased CTCF occupancy in male placentae sired by EtOH-exposed fathers. Heatmaps displaying H3K4me3 signals from sperm derived from control and EtOH-exposed males across (**A**) CTCF peaks lost and CTCF peaks gained in male placentae derived from the offspring of EtOH-exposed sires. (**B**) Integrative Genome Viewer tracks comparing altered H3K4me3 enrichment in alcohol-exposed sperm (top) with altered placental CTCF enrichment (bottom) across the promoter regions of *Dnmt3a, Fam133b,* and *Wdfy2*.

## Discussion

In the United States, seventy percent of all males report the consumption of alcohol, while forty percent drink at a binge level^54,55^. Using a physiologically relevant mouse model of male binge drinking, we tested the hypothesis that chronic preconception alcohol exposure impacts histone enrichment in sperm and that these changes are associated with altered developmental programming in the placenta. We find that alcohol-exposed sperm display increased H3K4me3 enrichment, localizing to specific genomic regulatory regions, including gene promoters and putative enhancers. Notably, some of these regions overlap with altered CTCF localization in placentae derived from the male offspring of alcohol-exposed sires. These results suggest a potential interaction between sperm H3K4me3 and CTCF in transmitting an epigenetic memory of paternal alcohol exposure to the offspring.

Although previous studies suggested chronic alcohol consumption inhibits one-carbon metabolism^56^, we do not observe any changes in s-adenosylmethionine or DNA methylation levels^32^, and here, we observed a generalized increase in sperm H3K4me3 enrichment. Similar to studies of folic acid deficiency^10^, the increased H3K4me3 we observed localized to CpG rich promoter regions, while areas with reduced enrichment predominantly mapped to intronic or distal intergenic regions. Areas displaying increased H3K4me3 enrichment mapped to the regulatory regions of genes involved in neurodevelopmental processes, while in contrast, we only identified 212 genes with decreased H3K4me3, not enriched in any specific biological pathways. Interestingly, similar to Lismer et al. we also identified altered H3K4me3 enrichment in craniofacial enhancers^10,41^. As craniofacial defects and CNS dysfunction are diagnostic criteria of fetal alcohol syndrome, an important next step will be determining if paternal drinking can induce facial dysmorphogenesis and CNS patterning defects in the offspring, similar to maternal alcohol exposures. Collectively, our analysis demonstrates that the chromatin landscape of sperm is sensitive to chronic alcohol exposure and that regions with increased or decreased H3K4me3 occur at distinct genomic loci. However, whether the alcohol-induced changes we observe in sperm result from deficiencies in histone removal^57^ or are part of a larger programmed response remains unknown and will be the subject of future investigation.

Previous studies examining chromatin structure in sperm, 2-cell embryos, and embryonic stem cells report overlapping patterns of CTCF, cohesin, and H3K4me3 enrichment^10,18,23^. These observations suggest CTCF, cohesin, and H3K4me3 may interact to transmit epigenetic information to the zygote, modulating early embryonic gene expression. However, some studies suggest that H3K4me3 peaks are depleted in zygotes^22^, while others indicate that some regions persist^10^. As CTCF enriched regions present in round spermatids and sperm persist in both 2-cell embryos and mESCs^7,18^, and CTCF binding exhibits high conservation across differentiating cells^58^, we focused on changes in CTCF enrichment during a developmental phase when we can identify molecular and pathophysiological changes in placental function. Genomic regions gaining increased CTCF binding in placentae sired by alcohol-exposed males exhibited increased H3K4me3 enrichment in sperm. Furthermore, these regions predominantly localize to areas flanking the CTCF binding site. Previous studies of CTCF enrichment in sperm identified a similar paradigm, with flanking regions enriched in monomethylated H3K4 but depleted of H3K4me3^7^. Therefore, alcohol-induced increases in H3K4me3 at these regions in sperm may heritably influence CTCF localization in the conceptus, altering the developmental program. Alternatively, we and others have identified alcohol-induced changes in sperm-inherited noncoding RNAs (ncRNAs)^31,37^, which recent studies indicate may play a role in the sequence-specific recruitment of CTCF^59^. Thus, alcohol disrupts two factors potentially influencing CTCF localization: H3K4me3 enrichment and the repertoire of ncRNAs. Therefore, it is tempting to speculate that these alcohol-induced changes alter CTCF localization during syngamy, imparting a legacy of altered gene expression, which persists through preimplantation development.

Consistent with recently published studies of the *albumin* cluster in mouse liver^48^, we were able to identify CTCF enrichment within the *Afp* gene body, which demonstrated a 37% increase in samples derived from the alcohol treatment group. However, the previously described CTCF peak located ~ 55 kb upstream of the *Alb* promoter in the liver was absent in the placenta, with the next closest peak ~ 75 kb upstream. This more upstream peak exhibited reduced enrichment in placentae derived from the offspring of alcohol-exposed sires. Our qPCR-based ChIP analysis also identified decreased CTCF enrichment at multiple gene promoters, including at sites across the *albumin*, *apolipoprotein,* and *fibrinogen* gene clusters. Significantly, using cultured human cells, researchers have demonstrated that depleting CTCF protein using siRNAs or deleting individual CTCF binding sites using Cas9 causes the organization of the *apolipoprotein* and *fibrinogen* clusters to collapse, reducing the expression across these clusters by half^47,49^. We observed similar reductions in CTCF enrichment and gene expression in placentae derived from alcohol-exposed sires. We suspect that similar to previous studies, reduced CTCF destabilizes Enhancer-Promoter interactions required to maintain appropriate gene expression patterns^29^. Further, reductions in these critical transport proteins may contribute to the growth deficits we observe in alcohol-exposed offspring^31–33,36^.

In previous studies, depletion of CTCF or cohesin did not lead to widespread changes in chromatin posttranslational modifications despite changes in gene transcription^43,44,60,61^. Similarly, we do not observe broad changes in histone posttranslational modifications across most loci. Further, although it is well established that CTCF and cohesin interact, they also have roles independent from each other^62,63^. Previous studies examining enforced degradation of CTCF reveal that its role in genome organization is predominantly confined to regions within TAD boundaries, whereas cohesin helps coordinate the extrusion of the overall loop domain^44,61^. It is interesting to note that alterations in CTCF localization did not impact the enrichment of RAD21 at any of the candidate promoters, which is consistent with CTCF-independent targeting of cohesin via transcription factors^62,63^. Cumulatively, our data indicate that, like the *protocadherin* gene cluster^64^, the *albumin*, *apolipoprotein,* and *fibrinogen* gene clusters exhibit examples of CTCF-independent cohesin localization. Finally, our data also reinforce the assertion that environmental exposures influence CTCF localization^45^.

Studies from our lab demonstrate that paternal drinking is associated with sex-specific patterns of growth restriction and metabolic dysfunction, with male offspring exhibiting more severe phenotypes^31–34,36^. These data contrast with mouse models of maternal alcohol exposure, reporting female offspring exhibit more severe fetal growth restriction^65^. The human literature is mixed but suggests greater dysmorphology and worse cognitive outcomes in females, but that FAS males are less likely to survive, and that prenatal alcohol exposure exerts sexually dimorphic changes on the male and female brain^66–70^. Here, the alterations in placental gene expression we identified at gestational day 14.5 also exhibited sexually dimorphic patterns, with none of the differentially expressed candidate genes identified in male offspring exhibiting alterations in female placentae. Researchers postulate that variances in patterns of fetal-placental growth between males and females underly sex-specific phenotypic differences in response to shared stressors^71,72^. Although most studies examining fetal outcomes do not stratify their data by sex, several studies have emerged describing the paternal epigenetic inheritance of sexually dimorphic phenotypes. How programmed changes in sperm persist through fertilization, resulting in sex-specific alterations in gene expression, remains an open question central to the field of developmental programming.

Although we used the same model of exposure, one limitation to our study is that the placental tissues we examined in this study were generated by a previous cohort of males^32^and not sired by the alcohol-exposed males we examined in this study. Another limitation is that we only identify correlations between CTCF enrichment and placental gene expression at a single time point and do not know if altered CTCF enrichment drives altered transcription or if these changes persist across other developmental time points. Additional studies are required to determine if the observed alterations in placental CTCF localization represent a causal memory, altering embryonic gene expression, or are merely another symptom of altered developmental programming.

Until recently, we did not anticipate that paternal lifestyle would impact developmental outcomes in the offspring. The basis of this blindspot was a misconception that sperm only contribute DNA and that the global reprogramming wave occurring post-fertilization limits the transfer of information from spermatozoon to the embryo. Consequently, the onus and etiology of FASDS have remained intensely focused on maternal exposures. Our data and others support an epigenetic effect of paternal alcohol consumption on offspring development and open important questions into how this memory transmits through sperm and the duration of the paternal insult before conception. Therefore, we must determine if alterations in placental CTCF localization represent causal changes in the developmental program or a deviation in developmental trajectory downstream of a larger cascade in response to prior developmental shifts.

## Materials and methods

### Animal studies and alcohol exposures

All experiments were conducted under AUPs 2014-0087 and 2017–0308, and approved by the Texas A&M University IACUC. All experiments were performed following IACUC guidelines and regulations. Here, we report our data per ARRIVE guidelines. In the outlined experiments, we used C57BL/6 J strain (RRID:IMSR_JAX:000664) mice, which we obtained and housed in the Texas A&M Institute for Genomic Medicine, fed a standard diet (catalog# 2019, Teklad Diets, Madison, WI, USA) and maintained on a 12-h light/dark cycle. On postnatal day 90, we individually caged males and provided them with limited access to the preconception treatments one hour after the initiation of their dark cycle and ceased treatments after four hours of exposure. During this time, we provided experimental males access to a solution of 10% (w⁄v) EtOH (catalog# E7023, Millipore-Sigma, St. Louis, MO, USA). We switched between two water bags to ensure identical handling conditions for control males. After each week, we recorded the weight of each mouse (g) and the amount of fluid consumed (g) and then calculated weekly fluid consumption as grams of fluid consumed per gram body weight (please see^36^ for EtOH consumption patterns and plasma alcohol levels of the male cohort). After 70 days of exposure, we paired treated C57BL/6 males with naïve, 18-week-old C57BL/6 J dams. Experimental males generated at least one litter, which we used to validate an impact on offspring fetal-placental growth^36^, before being sacrificed for sperm isolation.

### Mouse sperm isolation

After 15–20 weeks of exposure, we sacrificed male mice using standard CO2 asphyxiation followed by cervical dislocation. After dissection, we placed the entire portion of the cauda, plus approximately 1 cm of vas deferens, from each animal, separately into one well of a 12-well plate containing 1 mL of pre-warmed (37 °C) PBS. We then squeezed sperm out of the vas with forceps and made four or five incisions to the cauda epididymis to allow sperm to swim out. Next, we incubated plates at 37 °C for 30 min, collected sperm, and diluted a ten μL aliquot 1:50 in diH2O to count cells using a Neubauer chamber slide. We then washed the samples in PBS, incubated sperm in somatic cell lysis buffer (SCLB: 0.1% SDS, 0.5% Triton- X-100) for 30 min on ice followed by another wash in SCLB, then confirmed purity using microscopy. Finally, we centrifuged sperm at 3000 g for 5 min, washed samples in PBS, and either proceeded into the ChIP protocol or snap-froze the sperm pellets and stored them at -80 °C for acid extraction.

### Sperm histone acid extraction and western blotting

We acid extracted histones using methods previously described^73^. Briefly, we resuspended frozen sperm pellets in Nuclei Isolation Buffer-250 with 0.3% NP-40 (15 mM Tris–HCl (pH 7.5), 60 mM KCl, 15 mM NaCl, 5 mM MgCl2, 1 mM CaCl2, 250 mM Sucrose, 1 mM DTT, 10 mM sodium butyrate, and 1:100 Halt protease inhibitor (Cat# PI78437, Thermo Fisher Scientific, Pittsburgh, PA, USA)) and rotated them at 4 °C for 30 min. We verified sperm lysis using microscopy and then centrifuged samples at 600 g for five minutes. We washed the samples twice using Nuclei Isolation Buffer-250 with no NP40 and, after the second centrifugation, resuspended the pellet in five volumes of 0.2 M H2SO4, then rotated the samples overnight at 4 °C. We then centrifuged samples at 4000 × g for 4 min, transferred histone-enriched supernatant to new tubes, added Trichloroacetic Acid to a final concentration of 20% by volume, and then incubated samples for two hours on ice. We centrifuged samples at 10,000 × g for five minutes at 4 °C, discarded the supernatant, and resuspended the pellet in 1 mL cold acetone/0.1% HCl. We then washed the pellet twice with 100% acetone, air-dried the sample, and resuspended the pellet in water.

We separated acid extracted histones on 10% sodium dodecyl sulfate–polyacrylamide gels and transferred proteins to PVDF membranes. We used anti-H3K4me3 (catalog no. ab8580; RRID: AB_306649; Abcam, Cambridge, MA, USA) and antiH3 (catalog no. ab1791; RRID: AB_302613; Abcam) as primary antibodies, visualized blots using secondary antibodies conjugated to horseradish peroxidase (catalog no. sc-2004; RRID: AB_631746; Santa Cruz Biotechnology, Santa Cruz, CA, USA) and an enhanced chemiluminescence detection system (LI-COR, Lincoln, Nebraska USA).

### Isolaiton of gestational day 14.5 placentae and sex determination

In a previous study^32^, we isolated gestational day 14.5 placentas from control and ethanol-sired litters. These tissue samples were snap-frozen using liquid nitrogen and maintained at -80 Celcius. We isolated genomic DNA using the DNeasy Blood and Tissue Kit (catalog # 69504; Qiagen, Germantown MD, USA) and used PCR amplification of the *Zfy* and *Xist* genes to determine sex. Primers are listed in Supplementary Information Table 1.

### Chromatin immunoprecipitation (CHIP) analysis

#### Sperm

We conducted chromatin immunoprecipitation on mouse sperm using a previously published protocol^74^. We separately collected sperm from individual control and EtOH-exposed males and pre-treated with 50 μM DTT for two hours at room temperature to open sperm chromatin. Next, we treated decondensed sperm with 90 U of MNase (New England Biolabs, #M0247S) for 5 min at 37C. We then pre-cleared MNase-digested chromatin with blocked A/G Sepharose beads for one hour at 4 ﻿°C. For each ChIP reaction, we added 5 μg of ChIP validated anti-H3K4me3 antibody^75^ (catalog no. ab8580; RRID: AB_306649; Abcam, Cambridge, MA, USA) to the pre-cleared chromatin and incubated it overnight a 4 ﻿°C. The following day, we added 50 μL of blocked beads for four hours at 4﻿ °C. Next, we washed the beads and eluted DNA in elution buffer. Following RNase A and proteinase K treatment, we purified DNA using phenol/chloroform isolation and ethanol precipitation and resuspended the pellet in 40 μL ultrapure water. We then sent samples to Quick Biology (Pasadena, CA). Libraries generated using 10 ng of DNA were subjected to 150 bp paired-end sequencing, obtaining ~ 50 million reads per sample.

#### Placentas

We dispersed placentas into single-cell suspensions using 100 μm cell strainers (catalog # 352360; Corning Life Sciences, Corning, NY, USA), as described previously^76^. We then performed Chromatin Immunoprecipitations (ChIP) as previously described^34^. We purified eluted DNA using the Qiaquick PCR Cleanup kit (catalog # 28106; QIAGEN). The antibodies we used include: anti-H3K4me1 (catalog # 39297; RRID:AB_2615075; Active Motif, Carlsbad, CA, USA); anti-H3K27ac (catalog # 39133; RRID:AB_2561016; Active Motif); anti-CTCF (catalog # 07-729, RRID:AB_441965; Millipore-Sigma, Burlington, MA, USA); and anti-Rad 21 (catalog # ab992; RRID:AB_2176601; Abcam, Cambridge, MA, USA). We used all antibodies at one ug/reaction, including the negative control IgG (catalog # SC-2027; RRID: AB_737197; Santa Cruz Biosciences, Santa Cruz, CA, USA). After purification, we shipped a portion of the purified ChIP DNA samples to the Whitehead Genomic Services (Cambridge, MA), where 200–400 bp size selected DNA libraries were generated using the Swift 2S DNA Library prep kit (catalog # 44384; Swift Biosciences, Ann Arbor, MI, USA). The libraries were sequenced as single-end 50-bp reads with an average depth of 35 million reads per sample. Please note, due to challenges arising from Covid-19, we sequenced sperm and placental ChIP libraries at separate facilities. Finally, using qPCR, we assayed precipitated DNAs for relative enrichment using the Dynamo Flash supermix (catalog # F-415XL; Thermo Scientific) on a Bio-Rad CFX38 PCR system. Primer sequences are listed in Supplementary Information Table 1.

### Analysis of gene expression using reverse transcription quantitative polymerase chain reaction (RT-qPCR)

We isolated RNA from placental tissues using Trizol (catalog # 15596026; Thermo-Fisher, Waltham, MA, USA) and treated 1ug of RNA with DNAase I (catalog# AMPD1; Sigma, St. Louis MS, USA) according to the recommended protocols. We mixed isolated RNAs with 1µL 10 mM dNTP (catalog # 18427-013; Thermo-Fisher, Waltham, MA, USA), 1µL random hexamer oligonucleotides (catalog # 48190011; Thermo-Fisher), 11µL water and incubated at 70 °C for 5 min. After cooling on ice, we added SuperScriptII reaction buffer, DTT, and SuperScriptII, according to the SuperScriptII system (catalog # 18064-071; Thermo-Fisher). We then incubated samples at 25 °C for 5 min, 42 °C for 50 min, 45 °C for 20 min, 50 °C for 15 min and finally 70 °C for 5 min. We measured the relative abundance of individual genes using the Dynamo Flash master mix (catalog # F-415XL; Thermo Scientific), according to the manufacturer’s protocol, on a Bio-Rad CFX38 PCR system. Primers are listed in Supplementary Information Table 1.

### ChIP-sequencing data processing

We uploaded all sequence files to the Galaxy server^77^ (usegalaxy.org) for further processing. We then used Trimmomatic^78^ to trim FASTQ files for end quality and remove adapters. We then mapped trimmed reads to the mouse reference genome (mm10) using the Burrows-Wheeler Alignment tool BWA^79^, and used BAMTools filter^80^ to retain reads with a minimum MAPQ score of 20 for downstream analysis as BAM files. We then downloaded published ChIP-seq profiles for sperm H3K4me3, CTCF, and SMC from Jung et al. 2017 (Geo: GSE72784^7^) and Lismer et al. 2021 (Geo: GSE135678^10^) and processed reads using the same workflow.

#### Peak calling and differential peak analysis

We used MACS2^81^ to analyze ChIP-seq datasets and to call both broad and narrow peaks enriched against mapped reads obtained from Input files with an FDR threshold of 0.05. First, we determined the fragment size ‘d’ from alignment results using the MACS2 *predictd* tool, and we used this data as the extension size for the MACS2 callpeak tool, used lower and upper m-fold bounds of 5–50, and set the minimum FDR (q-value) cutoff for peak detection at 0.05. Next, we converted Bedgraph treatment file outputs to BigWig files for visualization in Integrative Genomics Viewer (IGV)^82^. Next, we extracted peaks from the narrow-peaks (CTCF only) and broad-peaks outputs common to all control and treatment samples using BEDTools^83^. We only considered intersecting peaks if at least a 0.25 fraction of the genomic intervals overlapped in both samples. We characterized the peaks unique to the Treatment group as "gained peaks", while those found only in Control samples were "lost peaks". We then used the bdgdiff function in MACS2 to identify differential peaks with a likelihood ratio > 1000. Finally, we used ChIPSeeker^84^ to annotate identified peaks and determine the distance to the nearest transcriptional start site (TSS). We pulled annotated BED files containing mouse gene transcriptional start sites, CpG Islands, distal enhancer-like sequences, and proximal enhancer-like sequences from the UCSC table browser. We obtained placental-specific C57BL6 enhancer sequences (ENCSR121NJX) from the ENCODE portal. We then used deepTools2^85^ to compare our datasets to these regulatory features.

#### DNA sequence motif analysis

We converted the annotated peaks from ChIPSeeker to fasta format using bedtools-getfastaBed^83^, removed duplicates using cd-hit-dup^86^, then analyzed these large nucleotide datasets for Motif discovery, enrichment analysis, and clustering using MEME-ChIP^87^. We then compared the resulting enriched motif sequences to known motifs in the HOCOMOCO Mouse motif database using the motif comparison tool Tomtom^88^.

#### Visualization of peaks and regions of interest

We converted all peak files to BigWig files and visualized the separate tracks in IGV. We then loaded the BED files marking genomic intervals of peaks gained or lost directly from Galaxy to IGV. Finally, we downloaded and visualized the published annotation BED file ENCSR121NJX demarcating known candidate cis-regulatory elements in the C57BL6 placenta, which we obtained from the ENCODE portal (https://www.encodeproject.org/)^40^.

### RNA-sequencing data processing

We isolated and sequenced total RNA from gestational day 14.5 fetal placentae previously^32^. Here, we reanalyzed these data using updated informatics methodologies. First, we uploaded all sequence files to the Galaxy server^77^ (usegalaxy.org) and used MultiQC to perform quality control on the raw paired-end files. We then used Trimmomatic^78^ to remove adaptor sequences and RNA STAR to map the reads onto the mouse (Mus musculus) reference genome (UCSC version GRCm39/mm39). We then used featureCounts^89^ to determine read abundance and annotated reads against M27 GTF (GENCODE, 2020) with a minimum mapping quality per read of 10. Finally, we used the DEseq2 function^90^ with default parameters on the resulting featureCounts files to identify candidate genes with greater than a log2-fold change in gene expression levels and an adjusted *p*-value (q-value) of less than 0.5.

### Data availability

We deposited the sequence data generated in this study in the GEO database under accession number GSE203189.

### Data treatment and statistical analysis

For the analysis of western blots, we quantified band intensities using the densitometry feature of ImageJ (RRID: SCR_003070; National Institutes of Health, Bethesda, MD, USA) and imported values into Excel. We then derived a ratio of H3K4me3 intensity divided by the intensity for total histone H3. Next, we imported this ratio into the statistical analysis program GraphPad (RRID: SCR_002798; GraphPad Software, Inc., La Jolla, CA, USA) and set statistical significance at alpha = 0.05. Finally, we verified all datasets for normality using a Shapiro–Wilk test, then compared normalized H3K4me3 between treatments using an unpaired student’s t-test.

For RT-qPCR analysis of gene expression, the replicate cycle threshold (Ct) values for each transcript were compiled and normalized to the geometric mean of the three reference genes including, *succinate dehydrogenase complex, subunit A* (*Sdha* NM_023281), *mitochondrial ribosomal protein L1* (*Mrpl1* NM_053158) and *hypoxanthine-phosphoribosyl transferase* (*Hprt* NM_013556)^91^. First, we calculated normalized expression levels using the ddCt method described previously^92^. We then transferred the derived relative fold change values from each biological replicate into the statistical analysis program GraphPad, where we then verified data for normality using a Brown-Forsythe test. We set significance at *p*-value < 0.05 and utilized a one-way analysis of variance (ANOVA), followed by Tukey’s HSD analysis. In all instances, we have marked statistically significant differences with an asterisk.

For qPCR-based analysis of candidate gene regulatory region enrichment, we first normalized ChIP samples to 1% input, using the formula previously described^93^. Next, to independently examine alterations in each posttranslational modification, we normalized the means from each independent sample to the control average. We then tabulated the results of 3 independent experiments and calculated the cumulative means and standard error of the mean. Finally, we transferred the Values from each biological replicate into the statistical analysis program GraphPad. We verified normality using a Brown-Forsythe test and then an ANOVA to assess differences, followed by an Uncorrected Fisher’s LSD.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

# Supplementary material for: Alcohol induced increases in sperm Histone H3 lysine 4 trimethylation correlate with increased placental CTCF occupancy and altered developmental programming
**Source:** Sci Rep. 2022 May 25;12:8839. doi: 10.1038/s41598-022-12188-3
**Supplement:** Supplementary file 2 — Supplementary Information 2.

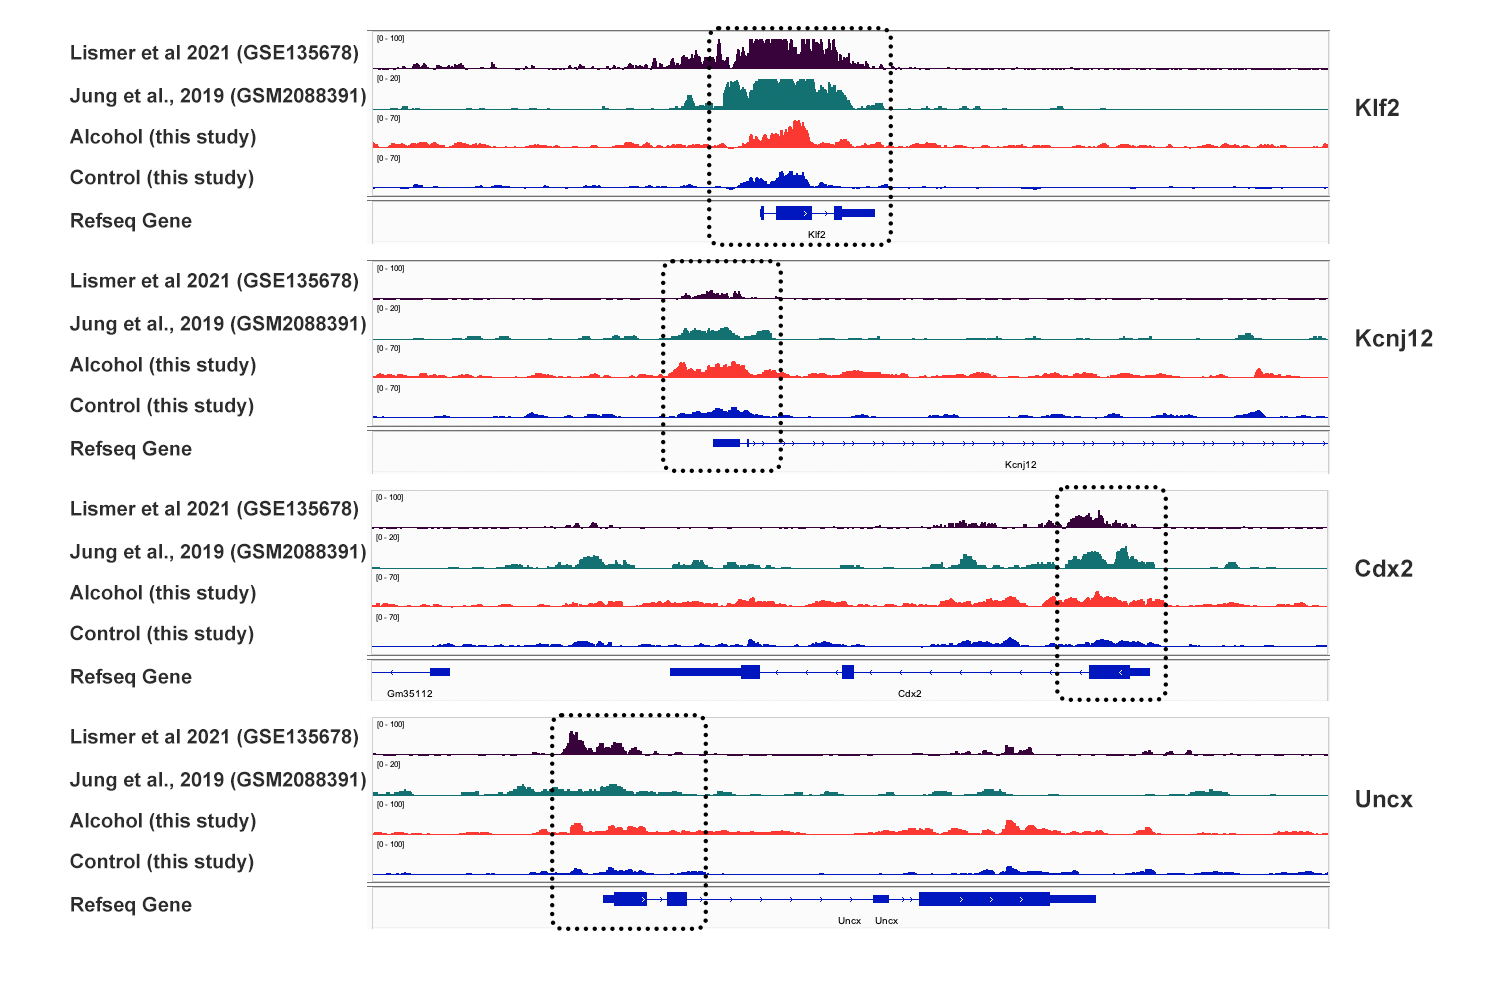

**Supplemental Figure 1. Comparison of published H3K4me3 ChIP-sequencing datasets to data generated in this study.** Integrative Genome Viewer tracks comparing histone H3 lysine 4 trimethylation (H3K4me3) enrichment in sperm between datasets generated by Jung et al., 2017 (Geo:GSE72784,^7^), Lismer et al., 2021 (Geo: GSE135678, ^10^) and this study.

**
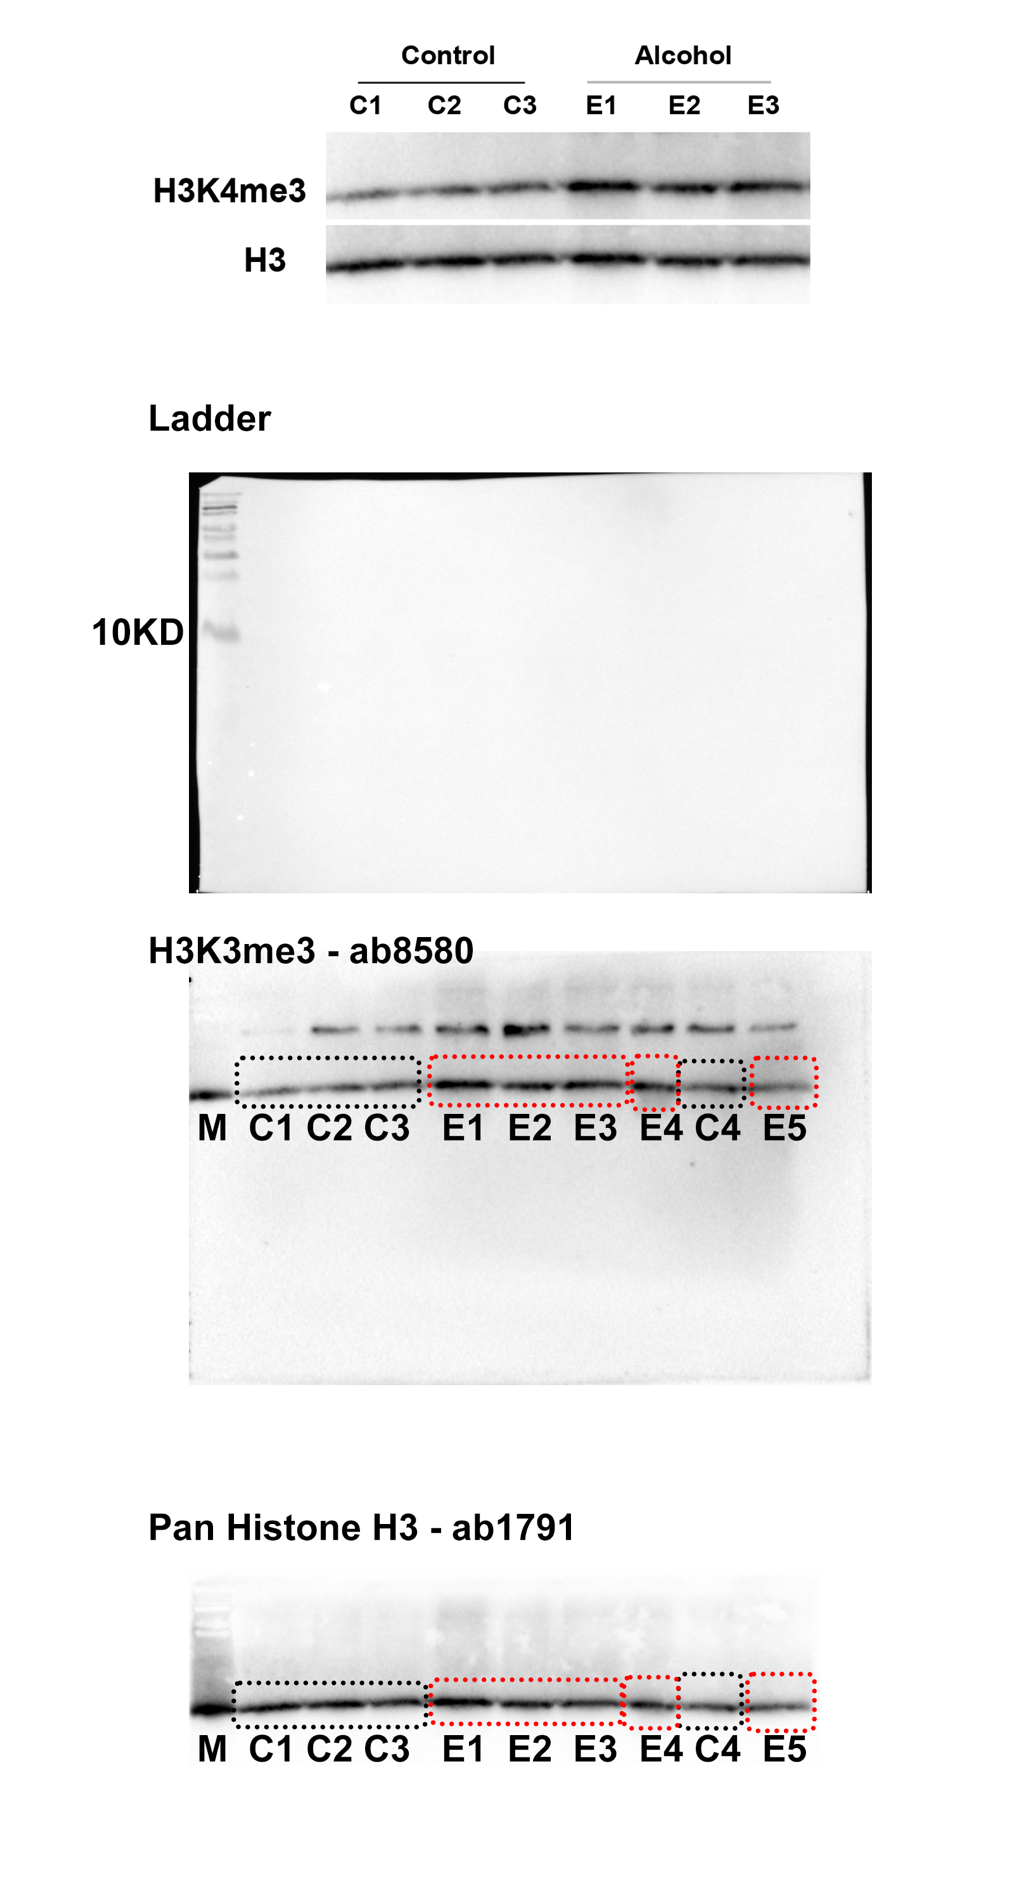
**

**Supplemental Figure 2. Full-length gels and blots used to generate the images presented in Figure 2a.**

How the deposited data were processed for this re-analysis (not part of the article)

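H3K4me3 was measured by ChIP-seq in sperm of 4 C57BL/6J males given 10% (w/v) ethanol and of 3 control males given water, and CTCF in male placentae at gestational day 14.5 sired by an earlier cohort of males under the same exposure model, not by the males whose sperm was used. The labels name 5 CTCF libraries of the alcohol group, 3 of the control group and 1 input library per group, while the paper gives 4 placentae per group. The paper states averages of 50000000 unique reads per sperm sample and 35000000 reads per placental sample, and the labels state 50000000 for both. Depth per sample cannot be seen in peak lists, so the precision of each value is limited by the number of peaks and by the unknown spread between animals.

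The authors trimmed reads with Trimmomatic (version 0.38), mapped them to mm10 with BWA (version 0.7.17), kept reads of high mapping quality and analysed them with MACS2 (version 2.1.1). For sperm, the authors compared the groups with MACS2 bdgdiff, and the deposited score of each region is its log10 likelihood ratio between the groups. How the samples of a group were combined and whether depths were scaled is not stated in the paper's text. For placentae, the authors called peaks against input, kept those that intersected across the samples of a group and listed those unique to each group. The deposited fold enrichment of a CTCF peak is the ratio over local background at its summit as MACS2 writes it. The deposited −log10 p and −log10 q were written by MACS2 for the same peaks, and the authors' CTCF score was made by MACS2 from the −log10 q. These values were used to describe and rank peaks and, in some alternatives, to keep those above a threshold, and were not tested between animals.

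The lists hold 0 columns of values per animal, so no replicate enters on its own, and no test across animals, no replicate block and no omission of a replicate was possible. Samples were grouped by the condition in their labels, and each list was assigned to the group it names. Positions were written from 1 on mm10. Genes came from the annotation of GRCm38.p6, which has the coordinates of mm10. That table gives no strand, so the strand of each gene was taken by symbol from the annotation of GRCm39. Of 21897 protein-coding genes placed, 19737 (90.1%) had a strand and thus a TSS, and 98.5% of neighbouring protein-coding genes had the same order on both builds. With all biotypes, 40227 genes had a TSS. The distance from a peak to a TSS is 0 where the peak covers it.

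A promoter region lies within 3 kb of a TSS of any gene, a gene body region elsewhere within a gene, and the remainder is intergenic. Shares carry 95% Wilson intervals. The interval of a ratio of list sizes was made from the Wilson interval of the share of the larger list. Lists were compared with Fisher's exact test, two-sided, and the distance bins with a permutation test of the chi-square statistic with 100000 resamples. Positions of CTCF peaks were compared with 1000 sets of random positions of the same lengths on the same chromosomes. None of these tests compares animals.

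Gene lists were tested among 19737 protein-coding genes with Benjamini-Hochberg adjustment over 18 lists, in which 807 of 818 listed genes had a TSS. For H3K4me3 a gene counted where a region lay within 3 kb of its TSS, and for CTCF where the gene was the nearest protein-coding gene of a peak. Besides the lists whose results stand at the claims, alcohol-only regions were at the promoters of 14 of 61 ribosomal protein genes, 5 of 32 proteasome genes, 15 of 54 spermatogenesis genes, 11 of 38 imprinted genes, 7 of 48 trophoblast genes, 18 of 56 placental transporters, 0 of 4 genes of the albumin cluster, 1 of 8 of the apolipoprotein clusters, 0 of 3 of the fibrinogen cluster, 1 of 40 epididymal epithelium markers and 2 of 30 leukocyte markers. Of these, the epididymal (adjusted p = 0.00104) and leukocyte lists (adjusted p = 0.0261, Fisher's exact test) were lower than other genes. No list passed the adjusted threshold for control-only or common regions, or for genes nearest to gained or lost CTCF peaks. Promoter CpG came from the sequence of GRCm39 within 500 bp of the TSS, and 10000 random lists per gene list were matched on its observed over expected CpG in 10 classes.

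The genes named were set by a rule: every gene the paper names in its results for these data, the loci of Fig. 1F, the nearest protein-coding gene of the 10 peaks of highest score in each list of changed peaks, and up to 4 members of each gene list with the widest peak at a promoter. Choices, lists and most alternatives were fixed before the data were examined. The alternatives were other promoter windows and gene sets, a minimum width of 500 bp, merging of peaks within 1 kb, autosomes only, the upper part of each list by score, other overlap distances, another background for gene lists and random lists matched on promoter CpG. A likelihood ratio of at least 1000, distinct intervals, promoter CpG per gene in place of per region, and other ways to count genes with control-only regions were added after the data were seen.

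The computations were tested on simulated regions. Lists made with 60% of 2000 and 20% of 1000 regions at promoters gave back 60% and 20%, all 200 regions of 1000 placed beside another list were found, a planted gene list was called and 0 of the random lists were, and 4.5% of 200 splits of unchanged regions passed 0.05 in the test of distance bins. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The CTCF motif and the CpG content of single regions were left out, since no sequence of mm10 was used here, and introns, exons and enhancers were not told apart. The western blots, RT-qPCR, ChIP-qPCR and RNA-seq of the paper were not analysed here.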

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

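The tests on mitochondrial regions and at a likelihood ratio of at least 1000 were chosen after the data were seen, and the other tests on marker genes were set before their results were seen.

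Signal outside the genes and chromosomes that the paper discusses stood out at 3 places. The mitochondrial chromosome, which carries no histones, held 10 alcohol-only H3K4me3 regions, against 0 control-only and 0 common regions. Unplaced or unlocalized contigs held 248 alcohol-only regions (2.16% of the list), 2 control-only regions (0.188%) and 65 common regions (2.19%). The highest log10 likelihood ratio among control-only regions was 185, at the start of chromosome 9 from 3019060 to 3019408, next to the centromere, while the highest among alcohol-only regions was 64.4, on chromosome 2 from 98666264 to 98666486. Regions of all 3 lists lay at both of these loci: 10 alcohol-only, 6 control-only and 3 common at the start of chromosome 9, and 2, 1 and 1 on chromosome 2.

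The excess of alcohol-only over control-only regions, 10.8 to 1, was weighed against technical sources. Leukocytes or epididymal epithelium in the alcohol sperm, as sources of the excess as a whole, were predicted to raise the odds of their markers. Of these, Ikzf1, Spi1 and Cst8 alone carried alcohol-only promoter regions (odds ratios 0.188 and 0.0675, both intervals below 1). Somatic cell lysis would remove such cells, and 1 of these markers is in another gene list. Part of these low odds comes from promoters poor in CpG. Against lists matched on promoter CpG, the leukocyte markers had 0.622 times (p = 0.715) and the epididymal markers 0.228 times the mean (p = 0.107, permutation tests). At a likelihood ratio of at least 1000, the odds ratio of the leukocyte markers was 0.363 (interval 0.0419 to 1.44). The markers thus showed no excess, but neither list was distinguishable from matched genes, so these tests do not exclude such cells. A higher pileup scale in the alcohol group stays open. It was raised after the 10 mitochondrial regions against 0 were seen, so their exact binomial p of 0.00195 (two-sided) restates that count, and regions of 1 chromosome are not independent. More mitochondrial DNA in those preparations would give the same count. The effect of ethanol on the sperm, which the paper proposes and for which it reports a western blot, also stays open and was not tested here.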

How the results depend on the processing

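Results at a likelihood ratio of at least 1000, with distinct intervals, with promoter CpG per gene or with other counts of genes with control-only regions were computed after the data were seen; the other alternatives were set before the data were examined. Of 41 alternatives for 13 results, 27 kept the direction and the side of the threshold or stayed within the counting interval (within 1.5 times for counts); numbers of gene lists were compared as counts alone, whichever lists they held. The promoter odds ratio of alcohol-only against control-only regions ran from 5.83 to 11.9. The ratio of H3K4me3 regions between the groups was 3.43 with regions within 1 kb merged, 5.40 for regions of at least 500 bp, 3.89 for bases covered and 3.10 at a likelihood ratio of at least 1000. In the last of these, all 2974 common regions were kept, which lowers the ratio. The changed lists themselves held 6915 alcohol-only and 211 control-only regions at this threshold, against 11460 and 1062 without it. Gene lists higher at alcohol-only promoters numbered 2, but 1 with a promoter window of 1 kb, 0 against genes with a promoter peak in any list, 0 for regions of at least 500 bp (in these last 2 the odds ratio of neural transcription factors fell below 1), 0 against random lists matched on promoter CpG and 3 at a likelihood ratio of at least 1000, where synapse assembly was added. Gene lists that were lower numbered 3, but 2 at a likelihood ratio of at least 1000, where leukocyte markers no longer passed, 0 against genes with a promoter peak and 0 for regions of at least 500 bp; matched on CpG there were 3, of which only the clustered protocadherins were lower in the main test, while ribosomal proteins and the proteasome took the place of the 2 marker lists. Changed CTCF peaks near cluster genes numbered 11, but 5 within 50 kb, none of them at the albumin cluster. The odds ratio of H3K4me3 near gained against lost CTCF peaks, past no threshold, fell below 1 within 5 kb (0.892), for CTCF peaks outside promoters (0.983) and for peaks at or above the median score (0.807). The fold of H3K4me3 near CTCF peaks over random positions fell from 3.37 to 2.15 (gained) and from 3.22 to 2.01 (lost) where positions were matched on promoter status. The cause was not tested. No odds ratio could be had for promoter regions on the sex chromosomes (10 of 6185 against 0 of 152) or for regions of at least 500 bp (4 control-only, 0 at promoters). No paired analysis was possible because the lists hold no values per animal, which also ruled out leaving out a replicate. The ratios in the upper part by score were not run, since a share of each list leaves its ratio unchanged, nor were the CTCF motif, CpG per region and the authors' annotation.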

Differences from the paper's values

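The other ways to count genes with control-only regions, and the likelihood ratio of at least 1000, were chosen after the values were seen.

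The paper gives a likelihood ratio of over 1000 as the threshold of changed regions; the lowest in the alcohol-only list was 12.0, and no alternative set before the data were examined bears on it. The paper counts 212 genes with decreased H3K4me3, and its methods annotate peaks with ChIPSeeker by the nearest TSS; 97 protein-coding genes had a control-only region within 3 kb of the TSS, and no alternative set before the data were examined bears on this count. In settings chosen after seeing the values it was 44 within 1 kb, 954 for the nearest gene of each region, 176 for all annotated genes at promoters and 202 for the nearest gene at a likelihood ratio of at least 1000, the threshold that the methods state, which keeps 211 of 1062 control-only regions.

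The legend of Fig. 3H and 3I names TSSs of differentially expressed genes, while the values here are for all changed peaks and the TSS of any gene, a wider group, which limits the comparison. In Fig. 3H, read by eye, about 2% of gained CTCF peaks lie under 0.1 kb from a TSS and about 9% over 100 kb; here 4.98% and 4.24% did. With the nearest protein-coding TSS, an alternative set before the data were examined, the shares were 3.54% and 14.5%, which also differ. In Fig. 3I, read by eye, about 2.5% of lost peaks lie under 0.1 kb and about 8% over 100 kb; here 4.80% and 4.23% did. With the nearest protein-coding TSS, the share under 0.1 kb was 3.08%, within the paper's, and that over 100 kb was 13.4%, which differs.

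The paper states that synapse assembly and axon formation are enriched among regions with more H3K4me3. Its terms come from gene ontology, while the lists here were drawn up separately, with axon guidance in place of axon formation. Here the synapse assembly list had an adjusted p of 0.0751, while neural transcription factors passed the threshold at 0.00348 (Fisher's exact tests). At a likelihood ratio of at least 1000, the threshold that the methods state, chosen here after seeing the values, synapse assembly passed (odds ratio 2.17, adjusted p = 0.0257) and axon guidance did not (odds ratio 1.03, adjusted p = 1, Fisher's exact test); this setting keeps 6915 of 11460 alcohol-only regions. The paper describes added H3K4me3 in the gene body of Dlx3; no region of the 3 H3K4me3 lists lay within 5 kb, while Foxo6 had 3. At the chromosome 8 locus the paper describes gain and loss; 17 alcohol-only and 0 control-only regions lay within 50 kb, while the chromosome 1 locus had both. The paper contrasts H3K4me3 at gained and lost CTCF sites by the height of the signal in control and alcohol sperm. Here the share of sites with an alcohol-only region within 1 kb was compared, a different measure. The odds ratio between gained and lost sites was 1.05 (p = 0.758, Fisher's exact test). At Fam133b, which the paper shows beside gained CTCF, the nearest gained peak was 1368 kb away, while Dnmt3a and Wdfy2 had both marks side by side. The paper shows heights of tracks, and the gained list leaves out changes in height at peaks shared by both groups.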

Other observations

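Both tests below were set before their results were seen.

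Some gained and lost CTCF peaks lay side by side. Within 1 kb of a lost peak lay 14 gained peaks (0.516%), against a mean of 5.79 and a highest value of 14 in 1000 random sets. A single site called at shifted edges in the groups was considered as a source. The test planned for it counted gained peaks that overlap a lost peak by at least 1 bp (1, against a random mean of 1.48). The authors made both lists by removing peaks that overlap the other group, so such pairs were largely removed beforehand, the condition set for excluding this source was wrong, and the source stays open. A move of CTCF between nearby sites was not tested.

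Sperm H3K4me3 near gained and lost CTCF peaks was compared outside promoters, to see whether promoter content separates the lists. The odds ratio there was 0.983 (interval 0.593 to 1.65). Since the lists did not differ over all peaks either, there was no difference for promoter content to explain.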
